# Transcriptomic, proteomic and metabolomic analysis of UV-B signaling in maize

**DOI:** 10.1186/1471-2164-12-321

**Published:** 2011-06-16

**Authors:** Paula Casati, Mabel Campi, Darren J Morrow, John F Fernandes, Virginia Walbot

## Abstract

**Background:**

Under normal solar fluence, UV-B damages macromolecules, but it also elicits physiological acclimation and developmental changes in plants. Excess UV-B decreases crop yield. Using a treatment twice solar fluence, we focus on discovering signals produced in UV-B-irradiated maize leaves that translate to systemic changes in shielded leaves and immature ears.

**Results:**

Using transcriptome and proteomic profiling, we tracked the kinetics of transcript and protein alterations in exposed and shielded organs over 6 h. In parallel, metabolic profiling identified candidate signaling molecules based on rapid increase in irradiated leaves and increased levels in shielded organs; pathways associated with the synthesis, sequestration, or degradation of some of these potential signal molecules were UV-B-responsive. Exposure of just the top leaf substantially alters the transcriptomes of both irradiated and shielded organs, with greater changes as additional leaves are irradiated. Some phenylpropanoid pathway genes are expressed only in irradiated leaves, reflected in accumulation of pathway sunscreen molecules. Most protein changes detected occur quickly: approximately 92% of the proteins in leaves and 73% in immature ears changed after 4 h UV-B were altered by a 1 h UV-B treatment.

**Conclusions:**

There were significant transcriptome, proteomic, and metabolomic changes under all conditions studied in both shielded and irradiated organs. A dramatic decrease in transcript diversity in irradiated and shielded leaves occurs between 0 h and 1 h, demonstrating the susceptibility of plants to short term UV-B spikes as during ozone depletion. Immature maize ears are highly responsive to canopy leaf exposure to UV-B.

## Background

Under normal solar fluence, UV-B damage to macromolecules is balanced by their subsequent repair or replacement. Sporadic ozone depletion results in local "ozone holes" and spikes in terrestrial UV-B exposure. These periodic, but unpredictable UV-B spikes increase intensity up to 10-fold in both the polar and temperate zones [1]. Furthermore, the ozone shield against UV-B is not expected to stabilize at 1950 levels until ~2050 [2]; consequently, determining the molecular bases for acclimation to normal fluence and tolerance of higher fluence UV-B are important factors in sustaining crop yield as the world's population continues to increase.

Previously, we established that maize lines have different UV-B tolerance, primarily because higher flavonoid sunscreens are correlated with fewer stress responses [3,4]. Additionally, high altitude (> 2000 m) landraces naturally exposed to greater UV-B exhibit higher UV-B tolerance because they have both higher flavonoids and greater chromatin remodeling capacity [4,5]. Conversely, temperate maize with knockdowns in chromatin remodeling factors exhibit adult tissue hypersensitivity and seedling lethality after mild UV-B supplementation [5,6]. These and studies on other plants implicate both metabolite and gene expression responses as critical for short-term acclimation to UV-B and as examples of plant adaptation to this environmental variable [7-9].

In a pilot experiment we discovered that shielded organs, such as leaves wrapped in UV-B filters and immature ears encased in the husk leaves, show transcriptome changes within an hour or two after canopy leaves receive UV-B [10]. Because such systemic responses can impact yield by modulating ear or kernel growth, identifying signals produced in sunlit leaves that alter reproductive organs should elucidate how UV-B decreases plant yield beyond what is predicted from the modest impact of UV on photosynthesis. Now we report a 1 to 6 hour time course of transcriptome and proteome responses in irradiated leaves, shielded leaves, and immature ears to unravel the systemic physiological and developmental responses in exposed and shielded organs. In parallel, metabolic profiling was used to search for candidate signaling molecules by charting increases in irradiated and then shielded organs. Integrating the datasets, we determined whether the biosynthetic, sequestration, or degradative pathways for candidate signaling molecules are regulated, at least in part, by UV-B exposure effects on transcript or protein abundance levels.

## Results

### Microarray hybridization design and reliability

Two types of comparisons were performed: dosage treatments based on the number of leaves irradiated and time course treatments from 0 to 6 hours. The hybridization schema is diagrammed in Figure 1a. Whole plant irradiation (WPI) and non-irradiated plants (NI) served as full UV-B and no UV-B controls. Experimental samples were recovered from plants with partial shielding (Figure 1b); top canopy leaves were irradiated but other fully expanded leaves and immature ears were shielded from direct UV-B exposure. Sensitive, custom-designed Agilent^® ^4 × 44 K arrays with 60-mer probes and internal spike-in controls were used to quantify transcript abundance for ~39,000 genes. 

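The data behind the 5 comparisons are 2-colour arrays, 68 in all on 17 slides, with 2 RNA extracts hybridised on each. An extract pools 4 plants and is taken here as the replicate. The channels come from 94 extracts, 64 of leaves and 30 of ears, and the 22 extracts hybridised on more than 1 array were averaged. Groups hold 4 extracts, apart from the ears of whole irradiated plants, the ears after 6 h and the ears of field plants, with 2 each. The paper gives 2 biological replicates for the WPI and 6 h treatments, whereas the sample labels give 4 leaf extracts for both, and all 4 were used. For 6 samples of the dosage treatments the label gives an exposure of 2 or 6 h where the paper gives 4 h, and the paper's time was used. The legend of Figure 1 has the NI plants stay outside the apparatus and the methods have them moved into it, so a difference from NI may hold an effect of the move. The files hold the scanner software's values for 43451 spots in both colours, among them 42034 probes for 39174 gene names and 153 negative controls. Median foreground signals were normalized by loess within an array and by quantiles between channels, as in the authors' deposited value table, from which they differed by a median of 0.00014 on the log2 scale. A transcript counted as on in a channel when its signal lay above the mean of the negative controls by 3 SD, and was tested when at least 75% of the channels of either group were on. Normalization gives all channels the same distribution, so the number on depends on where the negative controls of a channel lie within it. Fold changes, their standard errors (SE) and p values come from limma, with the correlation between the 2 channels of an array estimated at 0.44 for leaves and 0.71 for ears. Counts use the paper's thresholds of an unadjusted p under 0.05 and 2-fold, and the words rose and fell are kept for transcripts that pass at a Benjamini-Hochberg adjusted p under 0.05. The files name no gene, so names were taken from Tables S1 to S7 of the paper. The gene groups below therefore hold transcripts that the study listed from these same samples. Neither their counts nor the p values of a group as a whole (camera) are independent evidence of a direction. The number of extracts limits the precision of every value.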

Four independent biological replicates of each sample type, created by pooling samples from 4 individual plants, were used to assess the transcriptome differences. Symmetrical dye labeling minimized systematic errors [11] using criteria described in Materials and methods. 

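Pools of the same tissue and treatment gave close profiles. Over the transcripts on in a group, the squared correlation between 2 extracts ran from 0.917 to 0.991 over 122 pairs in the 22 groups, with a median of 0.97. NI leaves ranged from 0.971 to 0.98, and the lowest pairs were among irradiated leaves after 6 h (0.917), shielded leaves after 6 h (0.919) and ears after 6 h (0.922). These are correlations across genes on the log2 scale, and genes are not independent replicates.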

The correlation in quantitative comparisons among biological replicates was r^2 ^= 0.90 - 0.99 (data not shown).

**Figure 1:**
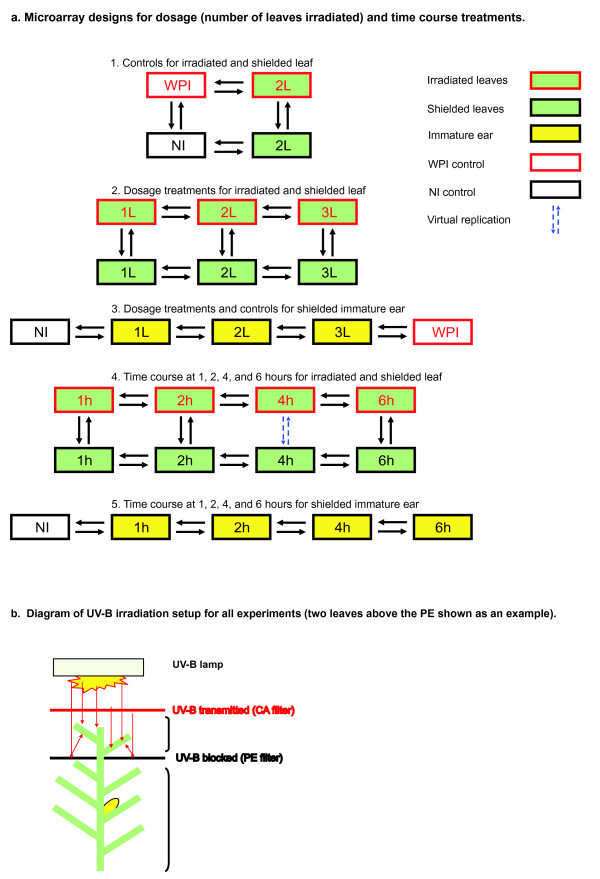
**Microarray design and UV-B irradiation apparatus**. (a) Microarray hybridization design with direct comparisons to measure UV-B effects on signaling initiation from irradiated to shielded tissues: 1) controls, 2) dosage comparison for leaves, 3) dosage comparison for ears, 4) time course comparison for leaves, and 5) time course comparison for ears. The dosage treatments were all done at a standard time of 4 h irradiation, and all time course treatments had two leaves exposed above the PE. Each arrow represents a pair of samples hybridized on one array; in every case there is one cy3-labeled sample compared to one cy5-labeled sample. For each sample type there were four biological replicates, generating at least four hybridization comparisons, except where noted. Dotted blue arrows signify a "virtual" replication in which the comparison of the same samples occurred elsewhere in the design. (b) UV-B-irradiation apparatus for selective leaf irradiation. Irradiated leaves were threaded through slits in the PE plastic to permit UV-B irradiation and collected after irradiation; mature shielded leaf samples were collected immediately below the cut-off filter. Immature ears were dissected from encasing husks leaves after treatments. For the control plants, the PE filter plastic was removed from the apparatus. No UV-B irradiation (NI) control plants were sampled without moving under the apparatus and thus did not receive UV-B; whole irradiated plants (WPI) received UV-B without any PE shielding. See Materials and methods for details of the tissue sampling protocol.

### Transcriptome analysis of leaves from UV-B-irradiated and non-irradiated plants

We first compared the transcriptome of the topmost leaves from plants exposed to 4 h UV-B (whole plant irradiation, WPI) to that from non-irradiated plants (NI): 203 transcripts decreased while 213 increased at least 2-fold (p < 0.05). These 416 transcripts represent ~2% of the leaf transcriptome (Figure 2a and 2b). 

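In leaves of whole irradiated plants the largest named rise was that of a phenylalanine ammonia-lyase, the entry enzyme of phenylpropanoid synthesis. Its transcript TC310207 (GRMZM2G170692) went from 6.58 ± 0.24 (SD, n = 4) on the log2 scale in NI leaves to 10.42 ± 0.27 (SD, n = 4) in WPI leaves, a log2 fold change of 3.81 (SE 0.30, adjusted p = 5.6e-13). A UDP-glucose glucosyltransferase, TC290282 (GRMZM2G083130), rose by 2.85 (SE 0.24, adjusted p = 4.1e-12), and FKF1 (Adagio 3), a blue light receptor that times flowering, CF020545 (GRMZM2G106363), by 2.47 (SE 0.29, adjusted p = 2.9e-07). The xylulokinase TC287601 (GRMZM2G012566) rose by 2.34 (SE 0.29, adjusted p = 1.3e-06). Among the transcripts that fell were a circadian oscillator component, AW062091 (GRMZM2G474769), at -2.05 (SE 0.31, adjusted p = 2.9e-05), and a UVR8-like transcript, TC305402 (GRMZM2G337819), at -1.85 (SE 0.30, adjusted p = 9.5e-05). Of 32682 transcripts tested, 106 were up-regulated and 133 down-regulated at least 2-fold at an unadjusted p under 0.05, of which 85 and 80 passed at an adjusted p under 0.05. Without NI replicate 1 the total was 145 in place of 239. With the slide as a random term it was 219. The larger direction turned with the processed signals (55.3% up-regulated in place of 44.4%) and without NI replicate 1 (51.7%).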

At a 1.5-fold cut-off 714 transcripts are down-regulated and 862 up-regulated, summing to ~4% of the transcriptome.

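Transcripts that passed at 1.5-fold but not at 2-fold included a peroxidase, TC283455, of a family that uses hydrogen peroxide to oxidise phenolic compounds, which rose by 0.94 (SE 0.17, adjusted p = 0.00068). A second peroxidase, BG458816, rose by 0.78 (SE 0.19, adjusted p = 0.012), and a MADS-box factor, TC304508, fell with a log2 fold change of -0.93 (SE 0.19, adjusted p = 0.0026). At the lower threshold 472 transcripts were up-regulated and 477 down-regulated in WPI leaves, or 2.9% of those tested, against 0.73% at 2-fold.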

**Figure 2:**
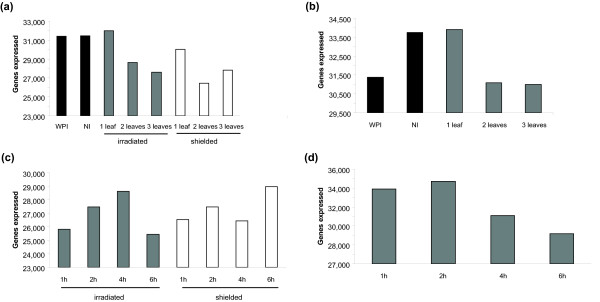
**Transcriptome size in samples varying the canopy exposed and after different UV-B duration**. (a and b) Transcriptome size in (a) whole irradiated (WPI), and non-irradiated plants (NI), and irradiated and shielded leaves from 1, 2 and 3 CLI plants, and (b) ears from CLI plants after 4 h of irradiation. (c and d) Transcriptome size in (c) irradiated and shielded leaves from 1, 2 and 3 CLI, and (d) immature ears from plants with two irradiated leaves for 1, 2, 4, and 6 h of UV-B.

Figure S1 in Additional file 1 shows the GO classification of these transcripts. Genes regulated at least 2-fold (Table S1 in Additional file 2) include 6 transcripts encoding enzymes in the flavonoid pathway and 3 transcripts for enzymes in DNA repair, confirming processes often uncovered during plant acclimation to UV-B. A myo-inositol-1-phosphate synthase transcript is down-regulated by UV-B as reported previously [3,10]. 

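Flavonoid synthesis makes pigments that absorb UV-B. In WPI leaves 3 of 6 rose and 0 fell (4 and 1 adjusted over the list alone), and the group as a whole did not pass (camera adjusted p = 0.23, and adjusted p = 0.49 with an estimated correlation). Flavonoid 3'-hydroxylase, TC306503 (GRMZM2G025832), rose by 2.57 (SE 0.61, adjusted p = 0.011), chalcone synthase C2, the first enzyme of the pathway, TC305005 (GRMZM2G018724), by 1.62 (SE 0.22, adjusted p = 5.4e-06), and a flavonoid 3-monooxygenase, BM334730, by 1.35 (SE 0.29, adjusted p = 0.0038). A UDP-glycose:flavonoid glycosyltransferase, DT941142, had a log2 fold change of 1.24 (SE 0.37, adjusted p = 0.061). Of the DNA repair transcripts 1 of 5 rose and 0 fell (3 and 0 adjusted over the list alone). A RadA-like repair protein, TC301892, rose by 0.75 (SE 0.17, adjusted p = 0.0092), and a second, TC301891, had 0.49 (SE 0.17, adjusted p = 0.16). The myo-inositol-1-phosphate synthase transcript TC280273 (GRMZM2G155242), which makes the precursor of myo-inositol, had a log2 fold change of -1.36 (SE 0.45), with an unadjusted p of 0.0042 from limma and an adjusted p = 0.12. With 1 extract left out, TC306503, BM334730 and TC301892 in WPI leaves no longer passed.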

Using a 1.5-fold cutoff, more gene classes are represented (Table S1 in Additional file 2): up-regulated types include ribosomal proteins and translation factors, enzymes for detoxification of reactive oxygen species, chromatin remodeling proteins, and transcription factors (TFs). 

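Single transcripts for proteins that package DNA and for factors of transcription changed in WPI leaves. Among chromatin transcripts 3 of 13 rose and 1 fell (8 and 4 adjusted over the list alone). They include a nucleosome assembly factor, TC304777, with 0.68 (adjusted p = 0.013), and an HD2 type histone deacetylase, TC312336, with 0.63 (adjusted p = 0.035), while a histone H1-like transcript, TC280133, fell by 0.80 (adjusted p = 0.047). For AP2/ERF factors, which act in ethylene and stress responses, 3 of 10 rose and 1 fell (4 and 2 adjusted over the list alone), with BTH-induced ERF 3, TC305954, at 1.15 (adjusted p = 0.0044), although 1 of the transcripts that rose, TC288737, is a lipid phosphate phosphatase that entered this group by its name. Among the WRKY factors of defence 1 of 7 rose and 0 fell (2 and 0 adjusted over the list alone), namely WRKY14, TC289729, at 1.05 (adjusted p = 0.004). For ribosomal proteins 1 of 6 rose and 3 fell (1 and 4 adjusted over the list alone), for translation factors 2 of 6 rose and 1 fell (5 and 1 adjusted over the list alone), and for enzymes of reactive oxygen detoxification 2 of 17 rose and 0 fell (3 and 1 adjusted over the list alone). Of RNA processing and binding proteins 13 of 43 rose and 3 fell (27 and 10 adjusted over the list alone). None of these groups passed as a whole, the lowest adjusted p being 0.16 from camera. At an unadjusted p under 0.05, 3692 transcripts passed in all at any fold, where chance would give 1634. Single extracts decided the call for TC289729 in WPI leaves.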

Among the down-regulated types are photosynthetic enzymes, TFs, and enzymes in starch biosynthesis. 

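Among MYB factors, which control phenylpropanoid genes and the clock among others, 0 of 7 rose and 3 fell (1 and 4 adjusted over the list alone) in WPI leaves, and the group did not pass as a whole (camera adjusted p = 0.23, and adjusted p = 0.34 with an estimated correlation). MYB-like protein E1, TC302156, changed by -1.10 (SE 0.16, adjusted p = 1.9e-05) and a MYB family factor, TC295313, by -0.95 (SE 0.22, adjusted p = 0.0083). In the circadian clock group 2 of 9 rose and 4 fell (4 and 5 adjusted over the list alone). Pseudo-response regulator 1 of the evening, TC282943 (GRMZM2G148453), rose by 1.24 (SE 0.25, adjusted p = 0.002), and the oscillator component TC280210 fell, at -1.02 (SE 0.23, adjusted p = 0.0077). For photosynthesis 1 of 15 rose and 0 fell (1 and 8 adjusted over the list alone), and for starch synthesis 1 of 5 rose and 0 fell (1 and 2 adjusted over the list alone). The 2 that rose are a ferredoxin with a 4Fe-4S centre, TC282315, at 0.89 (adjusted p = 0.0034), and a glucose-1-phosphate adenylyltransferase of the first step of starch synthesis, TC310482, at 0.51 (adjusted p = 0.012). For NAC factors, which act in senescence, 0 of 3 rose and 1 fell (1 and 1 adjusted over the list alone), and for bZIP factors 1 of 5 rose and 1 fell (2 and 2 adjusted over the list alone). From the classes altered in WPI leaves, the paper states that the transcription factors and metabolic processes changed by UV-B are those of earlier reports.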

The repression and induction of TFs as well as the specific metabolic processes altered by UV-B confirm previous reports [3,6,10].

### What proportion of the plant canopy must receive UV-B to alter transcripts in shielded organs?

Canopy leaf irradiation (CLI) plants were screened by polyester (PE) that absorbs UV-B with the first, top two, or top three leaves threaded through the filter to receive UV-B-irradiation from lamps covered with cellulose acetate (CA) to filter radiation < 290 nm (Figure 1). One leaf exposure caused a small net increase of 513 transcripts versus the NI control with a slightly higher number of transcripts turned on (1397) versus off (884), plus an additional 1181 transcripts were either up- or down-regulated. In contrast, two and three leaf exposures resulted in a decrease of over 2500 transcripts and 3400 transcripts, respectively, while the total up- and down-regulated genes approximately doubled with each additional exposed leaf (2097 and 4039). 

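In 1L-IR leaves an NADP-dependent leukotriene B4 12-hydroxydehydrogenase, TC308488 (GRMZM2G125196), rose by 4.56 (SE 0.53, adjusted p = 5.2e-08), and DAHP synthase, the first enzyme of the shikimate pathway that feeds phenylalanine synthesis, TC292774 (GRMZM2G365160), by 2.78 (SE 0.40, adjusted p = 5.9e-06). An auxin transport protein, REH1, TC307652 (GRMZM2G098643), fell, at -1.71 (SE 0.30, adjusted p = 0.00023). Counted over the channels of a group, 1593 transcripts were on in 1L-IR leaves and off in NI leaves and 903 were the reverse, a net of 690. Per extract, 33404 ± 1343 (SD, n = 4) transcripts were on in 1L-IR leaves and 32786 ± 674 (SD, n = 4) in NI leaves (difference 618, exact permutation test, two-sided p = 0.46), and with the array as a term the difference was 937 (standard error 640). The difference without that term was 164 without treated replicate 1, 1230 without treated replicate 4 and 944 without NI replicate 1. At 1.5-fold 1289 transcripts were up- or down-regulated.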

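Cinnamyl alcohol dehydrogenase, an enzyme of lignin synthesis, TC293337 (GRMZM2G118610), rose in 2L-IR leaves by 2.40 (SE 0.38, adjusted p = 5.1e-05) and in 3L-IR leaves by 3.16 (SE 0.37, adjusted p = 6.8e-08). WRKY53, TC310736, a factor of defence and senescence, rose in 3L-IR leaves, at 2.15 (SE 0.41, adjusted p = 0.00033), and had 0.41 (adjusted p = 0.61) in 2L-IR leaves. At 1.5-fold 2237 transcripts were up- or down-regulated in 2L-IR and 3370 in 3L-IR leaves. Per extract, 31845 ± 476 (SD, n = 4) transcripts were on in 2L-IR leaves, a difference of -941 from NI leaves (exact permutation test, two-sided p = 0.057), and 30369 ± 192 (SD, n = 4) in 3L-IR leaves, a difference of -2417 (p = 0.029 from the same exact test, the smallest that 4 extracts against 4 allow). Counted over the channels of a group the net change was -2197 in 2L-IR leaves, or -491 with 1 channel per extract, and -2629 in 3L-IR leaves. The number on was shared by the 2 channels of an array: over the 48 leaf arrays with group means removed, r = 0.739 and rho = 0.653 (permutation p = 1e-05 for both, the smallest the test can give), and r = 0.7 without the 2 arrays farthest from the median. With the array as a term, 2L-IR leaves differed from NI by -55 (standard error 483) and 3L-IR leaves by -1093 (standard error 640), and with the threshold on the raw foreground the 3L-IR difference no longer passed (exact p = 0.057). Without NI replicate 1 the 2L-IR difference was -615.

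**Figure D1:**
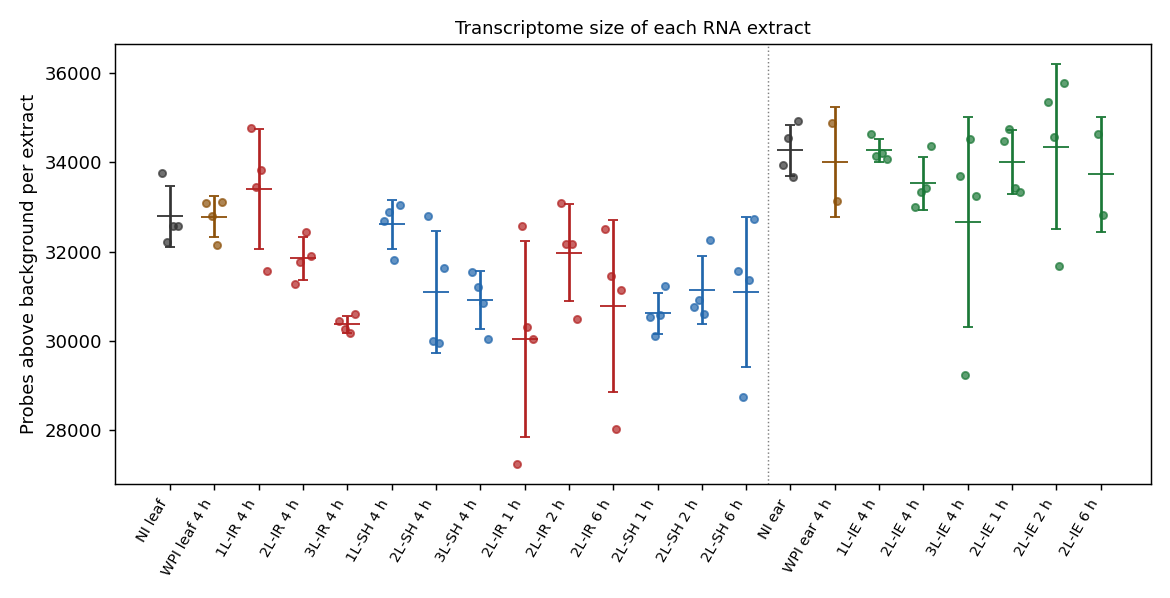
Number of transcripts above background in each extract (vertical axis), by group (horizontal axis), with points for extracts and bars for the mean and SD, for leaves and ears. The 4 extracts of 3L-IR leaves lie between 30167 and 30598, below all 4 of NI leaves, which lie between 32220 and 33764.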

Two or three exposed leaves similarly impacted shielded tissues (Figure 2a and 2b). 

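Oxygen-evolving and thylakoid proteins of photosynthesis were among the transcripts that fell in 3L-SH leaves, where 0 of 15 rose and 8 fell (0 and 10 adjusted over the list alone), with a camera adjusted p = 0.0036, and adjusted p = 0.24 with an estimated correlation. A thylakoid lumenal 15 kDa protein, TC289640, fell there, at -1.77 (adjusted p = 3.9e-05), and in 2L-SH leaves, at -1.12 (adjusted p = 0.014), and oxygen-evolving enhancer protein 1, TC279369, had -1.20 (adjusted p = 0.0084) in 3L-SH leaves. Shielded leaves lie below the exposed ones, and an effect of leaf position was not separated from that of the treatment. Shielded leaves expressed 32609 ± 552 (SD, n = 4) transcripts in 1L plants, 31096 ± 1371 (SD, n = 4) in 2L plants and 30908 ± 652 (SD, n = 4) in 3L plants. Against NI these are differences of -177, -1690 and -1878 (exact permutation tests, two-sided p = 0.77, 0.11 and 0.029). Over the channels of a group the net change was -3090 for 2L-SH leaves, or -1557 with 1 channel per extract, and -2100 for 3L-SH leaves. Without 2L-SH replicate 1 the 2L-SH difference was -2254, which passed the same test, and the 1L-SH difference was 149 without NI replicate 1 and 88 without treated replicate 3. In the fit with the array as a term the differences were 912 (standard error 634) in 1L-SH, -307 (standard error 457) in 2L-SH and -615 (standard error 634) in 3L-SH leaves, and on the raw foreground the 3L-SH difference no longer passed (exact p = 0.086).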

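Transcripts that fell early in irradiated leaves and stayed above background include a thiazole biosynthetic enzyme of thiamine synthesis, TC280434 (GRMZM2G018375), which fell after 1 h by 2.68 (SE 0.29, adjusted p = 2.5e-09) on the log2 scale. Phosphoethanolamine methyltransferase, which makes phosphocholine, TC298659 (GRMZM2G170400), fell at 1 h by 3.00 (SE 0.53, adjusted p = 0.00012) and at 2 h by 3.22 (SE 0.54, adjusted p = 3.9e-05). Irradiated 2L leaves expressed 30043 ± 2188 (SD, n = 4) transcripts after 1 h, 31976 ± 1084 (SD, n = 4) after 2 h and 30780 ± 1928 (SD, n = 4) after 6 h. Against NI leaves these are differences of -2743, -810 and -2006 (exact permutation tests, two-sided p = 0.086, 0.31 and 0.057). Without 1 extract the differences ran from -3588 (which passed the exact test) to -1808 at 1 h, from -1181 to -314 at 2 h and from -2582 (which passed) to -1088 at 6 h. Over channels the net change was -3293 at 1 h, -1858 at 2 h and -2106 at 6 h. With the array as a term the differences were -1427 (standard error 747), 118 (standard error 619) and -767 (standard error 640).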

In a time course, total transcript diversity in irradiated leaves decreased by > 5000 transcript types in 1 h compared to the no-UV-B (NI) control leaves, increased from 1 to 4 h, and then declined sharply at 6 h (Figure 2a and 2c), reinforcing previous observations that distinctive responses occur after 4 h [12]. 

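In shielded leaves after 1 h an aldehyde oxidase and xanthine dehydrogenase, TC291664 (GRMZM2G363971), an enzyme of purine breakdown, fell by 3.85 (SE 0.61, adjusted p = 2.7e-05) on the log2 scale. A cytochrome P450, TC289565 (GRMZM2G021310), rose by 2.52 (SE 0.31, adjusted p = 1.5e-07). Shielded leaves expressed 30614 ± 469 (SD, n = 4) transcripts after 1 h, 31133 ± 759 (SD, n = 4) after 2 h and 31102 ± 1679 (SD, n = 4) after 6 h. The differences from NI leaves were -2172, -1653 and -1684 (exact permutation tests, two-sided p = 0.029, 0.057 and 0.11). Counted over the channels of a group, 91.6% of the number in NI leaves was reached at 1 h and 94.2% at 6 h, with net changes of -2655 and -1851. With the array as a term the differences were -1087 (standard error 746), -627 (standard error 615) and -498 (standard error 634), and on the raw foreground the 1 h difference was -3258 with p = 0.057 from the exact test. Without treated replicate 4 the differences at 2 and 6 h were -2027 and -2226, which passed, and without treated replicate 2 that at 6 h was -901.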

In shielded leaves, transcript diversity dropped by 4000 transcript types in 1 h and then increased over the time course to restore 94% of transcript diversity at 6 h. Ears have higher transcriptome complexity than leaves (Figure 2b) and sustain this through 1 and 2 h exposures; at 4 h, two and three leaf CLI decreases transcript diversity similarly (~2000) and then transcript diversity is decreased further from 4 to 6 h (Figure 2d). 

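Immature ears of NI plants expressed 34270 ± 572 (SD, n = 4) transcripts, above the NI leaf mean by more than the SD of either. The extracts overlap, with 33673 in the lowest NI ear and 33764 in the highest NI leaf extract, and this difference was not tested. The number was 33998 ± 713 (SD, n = 4) after 1 h and 34345 ± 1848 (SD, n = 4) after 2 h, at differences of -272 and 74 from NI ears (exact permutation tests, two-sided p = 0.54 and 0.97). After 4 h it was 33525 ± 586 (SD, n = 4) in 2L and 32670 ± 2352 (SD, n = 4) in 3L ears, at differences of -746 (p = 0.14) and -1601 (p = 0.17) from the same exact test. Ears after 6 h had 33731 ± 1284 (SD, n = 2), a difference of -540 (exact p = 0.47, where 2 extracts against 4 allow no p under 0.067), ears of 1L plants -7 (exact p = 0.97) and ears of WPI plants -265 (exact p = 0.67). Over channels, 2L ears had -1482 and 3L ears -1572 at 4 h. With the array as a term, 3L ears differed from NI ears by -3445 (standard error 1160) and WPI ears by -3322 (standard error 1399), 1L and 2L ears after 4 h by -197 (standard error 700) and -992 (standard error 857), and 2L ears after 1, 2 and 6 h by -819 (standard error 700), -368 (standard error 857) and -1718 (standard error 1160). Without treated replicate 2 the 3L difference was -455, and leaving out 1 extract moved that of WPI ears to between -464 and -44, that at 1 h to between -518 and -51 and that at 6 h to -318, while those of 1L ears and at 2 h changed sign. A cell wall invertase, TC281577 (GRMZM2G139300), which splits sucrose at its arrival in sink tissue, rose in 2L ears by 4.04 (SE 0.76, adjusted p = 0.0027). From these numbers the paper states that transcript diversity falls in irradiated and shielded tissues and that each tissue follows its own course.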

In summary, transcript diversity decreases > 10% in irradiated and shielded tissues, and each tissue type is distinctive over a 1 to 6 h time course.

The datasets for 4 h WPI and CLI were evaluated for common responses (Figure 3a; Tables S2 and S3 in Additional file 2). It is striking that more transcriptome changes are found in CLI than in WPI leaves: 483 transcript alterations with one leaf irradiated and 700 for two leaves. 

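The irradiated leaves of the dosage experiment come from plants with 1, 2 or 3 exposed top leaves (1L-IR, 2L-IR and 3L-IR), with 4 extracts each, beside 4 extracts of WPI and of NI leaves. The 2L-IR extracts were hybridised 16 times in 2 scanning sessions, and the other groups 4 times, all in the session of the NI leaves. With the channels of that session alone, 457 transcripts changed in 2L-IR leaves, against 493 with all channels, both without the array correlation. Every comparison uses the same 4 NI extracts, so shared calls were also counted with the NI extracts divided between the comparisons. The division gives 2 pairs of NI extracts, used in turn, so in sets of more than 2 comparisons some still share a pair.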

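Phenylalanine ammonia-lyase, TC310207, was the largest named rise in each irradiated leaf treatment, by 4.72, 4.64 and 4.83 (adjusted p = 2.3e-14, 1e-13 and 1.2e-14) on the log2 scale in 1L-IR, 2L-IR and 3L-IR leaves. The glucosyltransferase TC290282 rose by 2.83 (SE 0.28, adjusted p = 4.9e-10) in 2L-IR leaves, and the leukotriene B4 12-hydroxydehydrogenase TC308488 by 3.73 (SE 0.53, adjusted p = 2.9e-06) in 3L-IR leaves. Among aquaporins, the channels that carry water across membranes, 0 of 4 rose and 4 fell (0 and 4 adjusted over the list alone) in 3L-IR leaves, where a tonoplast intrinsic protein, TC299370 (GRMZM2G436328), had a log2 fold change of -2.47 (SE 0.39, adjusted p = 1.7e-05). At 2-fold and an unadjusted p under 0.05, 258 transcripts were up-regulated and 121 down-regulated in 1L-IR leaves, 274 and 237 in 2L-IR leaves and 637 and 347 in 3L-IR leaves. Of these, 235, 390 and 830 passed at an adjusted p under 0.05. When the 4 exposed and 4 NI extracts were divided in every other way into 2 mixed groups, at most 73, 175 and 375 transcripts passed, against 409, 506 and 992 for the treatments in the same fit without the array term. No slide holds NI leaves beside 1L-IR or 3L-IR leaves, so for these the division by treatment is also one by slide. Between 3L-IR and 1L-IR leaves 387 transcripts differed, or 624 without replicate 1 of both groups. The larger direction turned with the processed signals in 3L-IR leaves (48.3% up-regulated in place of 64.7%), and in 2L-IR leaves (53.6% as reported) under 4 alternatives, down to 43.8% without treated replicate 4.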

A subset of these may be responses to minor damage from threading leaves through the PE plastic ~24 h before treatments. 

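A hypersensitive-induced response protein, TC305660 (GRMZM2G070659), of the cell death that follows attack by pathogens, rose in WPI leaves by 1.13 (SE 0.28, adjusted p = 0.018) and had log2 fold changes of -0.08 and 0.21 (adjusted p = 0.97 and 0.77) in 1L-IR and 2L-IR leaves. An At1g67350-like protein, TC302309 (GRMZM2G075943), rose by 1.54 (SE 0.26, adjusted p = 0.00023) and had 0.07 and 0.34 (adjusted p = 0.97 and 0.56) in the same leaves. Of the 239 transcripts altered in WPI leaves, 112 were not altered in 1L-IR or 2L-IR leaves, 61 up-regulated and 51 down-regulated, and 87 were altered in none of the 3 canopy leaf treatments. In a direct comparison of WPI with 1L-IR and with 2L-IR leaves, 41 of the 112 differed from both at an unadjusted p under 0.05, 4 of them by 2-fold or more. Only differences in the direction of the WPI change were counted. The 112 had been chosen with the same extracts, so these numbers may be too high. Left out 1 at a time, single extracts removed the call for TC305660 in WPI leaves.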

Of the 416 transcripts differentially expressed more than 2-fold in WPI leaves compared to non-irradiated plants, only 162 (82 up and 80 down) are unique to this treatment (Table S2 in Additional file 2). Regulation of these 162 transcripts requires either that the entire plant receives the stimulus or that organs in addition to top irradiated leaves must sense UV-B directly. After assignment of GO terms (Additional file 1), up-regulated transcripts include transporters, kinases that participate in signaling, proteinases, and TFs. 

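Heat shock proteins refold other proteins after stress, and their transcripts were lower in WPI than in NI leaves, where 0 of 49 rose and 10 fell (3 and 36 adjusted over the list alone), with a camera adjusted p = 0.00019, and adjusted p = 0.53 with an estimated correlation. The group was set by words in the names, and 4 copper chaperones, the kinase Nek2, an HspB7-like protein and a protamine in it did not fall there. HSP70-type transcripts fell, with log2 fold changes of -1.06 (SE 0.27, adjusted p = 0.018) for TC297272 (GRMZM2G145275) and -1.24 (SE 0.27, adjusted p = 0.0054) for TC279812 (GRMZM2G428391). HSP41, TC292007 (GRMZM2G003489), had -4.28 (SE 0.97, adjusted p = 0.0077) and HSP101, a chaperone that dissolves protein aggregates, TC287858 (GRMZM2G360681), -2.24 (SE 0.56, adjusted p = 0.019). The mean log2 signal of these transcripts was 11.27 in NI replicate 1 and 10.44, 10.36 and 10.81 in the others, and 21 of them were lower by 2-fold with all extracts and 11 without that replicate. For receptor-like kinases, which pass signals from the cell surface, 2 of 20 rose and 1 fell (7 and 4 adjusted over the list alone), and a gibberellin-induced TMK kinase, CD963070 (GRMZM2G137788), had -0.66 (SE 0.18, adjusted p = 0.03). Among transporters, 0 of 4 rose and 2 fell (0 and 4 adjusted over the list alone) for aquaporins, with -1.15 (SE 0.24, adjusted p = 0.0037) for BM380109 (GRMZM2G014914). The calls for TC292007 and TC287858 in WPI leaves were lost when 1 extract was left out.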

Exemplar down-regulated genes include those encoding heat shock proteins (HSPs), protein kinases, and other transporters.

**Figure 3:**
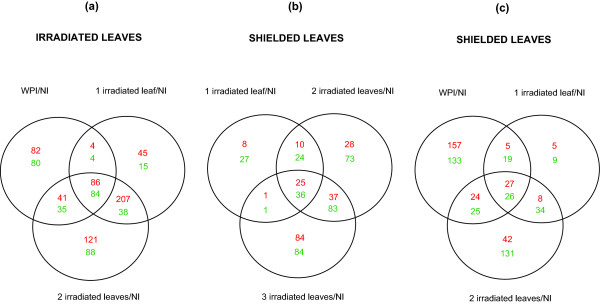
**Transcriptome changes in irradiated and shielded leaves from plants with different canopy leaf exposure**. Up-regulated genes are red, down-regulated genes are green. (a) Intersection of genes differentially expressed in irradiated leaves. (b and c) Intersection of genes differentially expressed in shielded leaves. Each sample was compared to plants under control conditions with no UV-B (NI).

In Figure 3a comparing all 3 CLI treatments with a 2-fold cutoff, 41% of transcripts (170 of 416) are commonly UV-B-regulated. 

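Heat shock factors, which switch on heat shock genes, were among the shared transcripts. RHSF6, TC289946 (GRMZM2G010871), fell by 1.11, 1.45 and 1.22 on the log2 scale in WPI, 1L-IR and 2L-IR leaves (adjusted p = 0.019, 0.0059 and 0.017), and RHSF7, TC308958 (GRMZM2G165972), by 1.09, 1.51 and 1.95 (adjusted p = 0.009, 0.00093 and 2.5e-05). A chloroplast 29 kDa ribonucleoprotein, TC287388 (GRMZM2G068715), rose by 1.35, 1.15 and 1.83 (adjusted p = 0.0011, 0.027 and 9.4e-05). Of the heat shock factors 1 of 6 rose and 3 fell (2 and 3 adjusted over the list alone) in WPI leaves. In all, 88 transcripts were altered in the same direction in WPI, 1L-IR and 2L-IR leaves, 36.8% of those altered in WPI leaves, of which 24 were up-regulated and 64 down-regulated. Simulated noise shared through the NI extracts, drawn without array correlation or an outlying extract, gave 1.4 and 0.91. With the NI extracts divided between the comparisons, where WPI and 2L-IR leaves still share a pair of them, 54 were shared. These were 17% of those altered in WPI leaves in that fit. The 3 canopy leaf treatments had 232 in common, and 76 of these were shared with WPI leaves. When 1 extract was left out, the calls for TC289946 in WPI, 1L-IR and 2L-IR leaves and TC308958 in WPI leaves did not hold.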

Within these, all 6 genes in the flavonoid pathway (Table S3 in Additional file 2) and a transcript for a putative DNA repair enzyme, RadA-like protein, are up-regulated. 

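Flavonoid 3'-hydroxylase, TC306503, rose by 3.12, 3.31 and 2.81 (adjusted p = 0.007, 0.0027 and 0.0055) on the log2 scale in 1L-IR, 2L-IR and 3L-IR leaves, and chalcone synthase C2, TC305005, by 1.84, 2.31 and 1.55 (adjusted p = 2.6e-06, 2.5e-08 and 3.5e-05). The flavonoid 3-monooxygenase BM334730 rose by 1.29, 1.05 and 1.20 (adjusted p = 0.026, 0.048 and 0.012). The UDP-glycose:flavonoid glycosyltransferase DT941142 had 1.28, 1.12 and 0.96 (adjusted p = 0.13, 0.11 and 0.13), and a flavonol 3-O-glucosyltransferase, TC283202 (GRMZM2G022242), -0.23, -0.31 and -0.28 (adjusted p = 0.76, 0.39 and 0.38). In each of the 3 treatments 3 of 6 flavonoid transcripts rose and 0 fell, against 4, 4 and 4 that rose when adjusted over the list alone. The group passed in 1L-IR (camera adjusted p = 0.01, and adjusted p = 0.085 with an estimated correlation) and 2L-IR leaves (camera adjusted p = 0.036, and adjusted p = 0.21 with an estimated correlation) but not in 3L-IR leaves (camera adjusted p = 0.15). Phenylpropanoid transcripts rose as a group in 1L-IR leaves, where 4 of 9 rose and 0 fell (5 and 0 adjusted over the list alone), with a camera adjusted p = 2.1e-07, and adjusted p = 0.00087 with an estimated correlation. A RadA-like protein, which acts in repair by recombination, TC301892, had log2 fold changes of 0.67, 0.96 and 0.73 (adjusted p = 0.073, 0.0021 and 0.011), and the second, TC301891, of 0.74, 0.87 and 0.69 (adjusted p = 0.041, 0.0056 and 0.017). Of the DNA repair transcripts 3 of 5 rose and 0 fell (4 and 0 adjusted over the list alone) in 2L-IR leaves (camera adjusted p = 0.036, and adjusted p = 0.29 with an estimated correlation). Calls that depended on 1 extract were those for BM334730 and TC301891 in 1L-IR, 2L-IR and 3L-IR leaves and TC301892 in 3L-IR leaves. From these increases the paper infers that avoidance and repair of damage act within exposed leaves whatever the area irradiated.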

We infer that mechanisms for avoidance and repair of UV-B damage act within exposed leaves irrespective of the irradiated area. In addition, two cysteine proteases and 17 TFs are induced after WPI and all CLI treatments (Table S4 in Additional file 2). 

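Cysteine proteases break down proteins in stress and senescence. Cysteine protease TC287034 (GRMZM2G038636), which had passed in WPI leaves at 1.61 (SE 0.27, adjusted p = 0.00019), had log2 fold changes of 0.85, 0.90 and 0.62 (adjusted p = 0.2, 0.08 and 0.19) in 1L-IR, 2L-IR and 3L-IR leaves. Cysteine proteinase 1, TC280397 (GRMZM2G098298), had 1.42 (SE 0.25, adjusted p = 0.00027) in WPI leaves and 0.52, 0.69 and 0.93 (adjusted p = 0.5, 0.14 and 0.023) in the others. Over the group, 0, 0 and 1 of 5 rose in 1L-IR, 2L-IR and 3L-IR leaves, and none fell (1, 2 and 1 rose adjusted over the list alone). Among transcription factors, WRKY46, TC298988 (GRMZM2G060918), rose in 1L-IR leaves, at 1.29 (SE 0.29, adjusted p = 0.007), and in 3L-IR leaves, at 1.31 (SE 0.29, adjusted p = 0.0018), and had 0.77 (adjusted p = 0.11) in 2L-IR leaves. In 3L-IR leaves, 4 of 7 rose and 0 fell (7 and 0 adjusted over the list alone) among WRKY factors (camera adjusted p = 0.015, and adjusted p = 0.45 with an estimated correlation). For MYB factors in 2L-IR leaves 0 of 7 rose and 2 fell (0 and 3 adjusted over the list alone), and the AP2/ERF factor TC307533, an ethylene-responsive factor 3, rose in 3L-IR leaves by 2.89 (SE 0.99, adjusted p = 0.045). With 1 extract left out, TC280397 in WPI and 3L-IR leaves and TC298988 in 1L-IR leaves no longer passed.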

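The myo-inositol-1-phosphate synthase transcript TC280273 had log2 fold changes of -0.65, -0.51 and -0.43 (adjusted p = 0.72, 0.63 and 0.65) in 1L-IR, 2L-IR and 3L-IR leaves, and a second one, TC280275 (GRMZM2G004528), -0.36, -0.27 and -0.87 (adjusted p = 0.75, 0.66 and 0.051). Enzymes that use galactinol, a product of myo-inositol, were lower. Raffinose synthase, BG321136 (GRMZM2G150906), had -0.92, -1.13 and -1.04 (adjusted p = 0.086, 0.01 and 0.01), and stachyose synthase, TC294348 (GRMZM2G311756), fell by 1.09, 1.46 and 1.38 (adjusted p = 0.041, 0.0016 and 0.0013). Over the myo-inositol and raffinose transcripts 0 of 4 rose and 2 fell (0 and 2 adjusted over the list alone) in 2L-IR leaves.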

As in the WPI results, the myo-inositol-1-phosphate synthase transcript shows a decreased level for all three CLI treatments; myo-inositol-1-phosphate may play a role in programmed cell death in Arabidopsis, however, in UV-B-treated maize it may be part of a metabolite signaling pathway [13]. Eight HSPs are down-regulated in all three CLI treatments (Table S3 in Additional file 2).

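An HSP70-type transcript, TC297272, fell in 1L-IR, 2L-IR and 3L-IR leaves, with log2 fold changes of -1.48, -1.38 and -0.89 (adjusted p = 0.0027, 0.0044 and 0.047), as did the DnaJ co-chaperones DT644608 (GRMZM2G098058), with -1.33, -1.01 and -0.79 (adjusted p = 0.00028, 0.0067 and 0.02), and TC293598 (GRMZM2G119316), with -1.29, -1.50 and -1.62 (adjusted p = 0.045, 0.0071 and 0.0016). HSP17.9, a small heat shock protein that holds unfolded proteins, TC310306 (GRMZM2G481525), had -1.52, -2.06 and -1.61 (adjusted p = 0.21, 0.023 and 0.051). In 1L-IR leaves, 1 of 49 rose and 5 fell (1 and 13 adjusted over the list alone), with a camera adjusted p = 0.00027, and adjusted p = 0.53 with an estimated correlation. In 2L-IR leaves 0 of 49 rose and 8 fell (1 and 12 adjusted over the list alone), with a camera adjusted p = 0.00099, and adjusted p = 0.57 with an estimated correlation, and in 3L-IR leaves 3 of 49 rose and 14 fell (3 and 25 adjusted over the list alone), with a camera adjusted p = 0.00085, and adjusted p = 0.56 with an estimated correlation. The mean log2 signal of the group was 10.72 ± 0.41 (SD, n = 4) in NI leaves, and 9.91, 9.83 and 9.73 in 1L-IR, 2L-IR and 3L-IR leaves. Single extracts decided the call for TC310306 in 2L-IR leaves.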

Two transcripts encoding maize homologues of UVR8, a UV-B-specific signaling component that orchestrates expression of vital UV-protective functions in Arabidopsis [9,14], are down-regulated in all irradiated maize leaves. 

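UVR8 is the UV-B photoreceptor of Arabidopsis, and 2 UVR8-like transcripts fell in irradiated leaves. TC305401 had log2 fold changes of -1.72, -1.83 and -1.38 (adjusted p = 0.023, 0.0079 and 0.029) in 1L-IR, 2L-IR and 3L-IR leaves, and -2.12 (SE 0.38, adjusted p = 0.00043) in WPI leaves. TC305402 had -1.69, -1.45 and -1.32 (adjusted p = 0.0023, 0.0077 and 0.0081). A further probe, named RCC-like in the paper's tables, TC315780 (GRMZM2G337819), which shares its gene model with TC305402, fell by 1.63 in WPI leaves (adjusted p = 2.9e-05) and had -1.48, -1.23 and -0.89 (adjusted p = 0.001, 0.0064 and 0.032) in the others. For UV-B photomorphogenesis transcripts 0 of 2 rose and 2 fell (0 and 2 adjusted over the list alone) in 2L-IR leaves. Left out 1 at a time, single extracts removed the calls for TC305401 in 1L-IR, 2L-IR, 3L-IR and WPI leaves and TC305402 and TC315780 in 2L-IR and 3L-IR leaves.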

Although UVR8 has not been reported to be UV-B-regulated, our inspection of Arabidopsis microarray data with Genevestigator^© ^uncovered down-regulation of UVR8 by UV-B (data not shown).

### Transcriptome analysis of shielded leaves from UV-B-irradiated plants

PE-covered leaves and immature ears should respond to UV-B radiation only if exposed leaves transmit a signal(s). Shielded leaf samples were collected from the two leaves immediately below the PE filter after 4 h irradiation. 

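Shielded leaves of plants with 1, 2 or 3 exposed leaves (1L-SH, 2L-SH and 3L-SH) gave 4 extracts each. The 2L-SH extracts were on 16 channels over 2 scanning sessions and the others on 4 channels of the session that also holds the NI leaves. For 2L-SH leaves 460 transcripts changed with the channels of that session alone and 477 with all channels, both without the array correlation. Irradiated and shielded leaves were also compared with each other directly, a contrast that does not involve the NI plants. Shielded leaves lie below the filter and irradiated leaves above it, so leaf position moves with exposure in this contrast. It may also enter the comparisons of shielded with NI leaves.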

We consider the shielded leaves of these mature plants (leaf expansion completed) to be physiologically similar to irradiated leaves. 

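Shielded leaves of 1L plants showed rises in formamidase, TC299556 (GRMZM2G424857), which releases ammonia from formamide, by 2.14 (SE 0.33, adjusted p = 0.00027), in the xylulokinase TC287601 by 1.75 (SE 0.34, adjusted p = 0.0035), and in the At1g67350-like transcript TC302309 by 1.74 (SE 0.30, adjusted p = 0.0011). The tonoplast intrinsic protein TC299370 fell, at -2.18 (SE 0.39, adjusted p = 0.0015). At 2-fold 109 transcripts were up-regulated and 153 down-regulated, of which 62 and 61 passed at an adjusted p under 0.05. Of the 262, 228 (87%) were altered in 2L-SH or 3L-SH leaves as well. In 2L-SH leaves 213 were up-regulated and 290 down-regulated, and in 3L-SH leaves 357 and 445. Between 3L-SH and 1L-SH leaves 283 transcripts differed, or 433 without replicate 2 of both groups. The larger direction turned in 1L-SH leaves without normalization between arrays (65.2% up-regulated in place of 41.6%) and with the processed signals (53%), and in 3L-SH leaves (44.5% as reported) with channels as replicates (50.2%) and from ratios within arrays (52.7%). The call for TC299370 in 1L-SH leaves was lost when 1 extract was left out.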

As shown in Figure 3b, at the 2-fold cutoff, shielded leaves from single leaf CLI plants show the fewest (132) transcript changes, with 73% of them shared with the 2 and 3 leaf treatments. 

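A proteasome maturation factor, TC286238 (GRMZM2G369216), for the assembly of the complex that degrades proteins, fell by 1.85, 1.92 and 1.83 on the log2 scale in 1L-SH, 2L-SH and 3L-SH leaves (adjusted p = 0.00069, 0.00013 and 1e-04). For proteasome and ubiquitin transcripts 0 of 9 rose and 3 fell (1 and 3 adjusted over the list alone) in 2L-SH leaves. FKF1, CF020545, rose by 1.65, 2.32 and 1.67 (adjusted p = 0.0056, 2.5e-05 and 0.00075), and a MADS-box factor, TC304508, of a family that sets floral organs, had -0.80, -1.02 and -0.88 (adjusted p = 0.057, 0.0039 and 0.0058). In the floral and MADS-box group 0 of 4 rose and 1 fell (0 and 1 adjusted over the list alone) in 2L-SH leaves. In all, 60 transcripts were up-regulated and 95 down-regulated in the 3 shielded leaf groups, 15% of those altered in any. Simulated noise of the shared NI extracts gave 1.6 and 1.3. With the NI extracts divided, where 1L-SH and 3L-SH leaves still share a pair of them, the total was 141, or 10% of those altered in any. With calls at an adjusted p under 0.05 it was 79.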

Sixty one transcript alterations (12% of the total) are shared by all shielded leaf samples and represent core responses triggered by UV-B perception. Among these, 25 are increased including 4 DNA binding proteins of which at least two are TFs (Table S4 in Additional file 2). 

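The serine:threonine kinase TC306591 (GRMZM2G044038), a signaling enzyme, rose in shielded leaves by 1.68, 1.93 and 1.39 (adjusted p = 0.00027, 5.4e-06 and 0.00023) on the log2 scale in 1L-SH, 2L-SH and 3L-SH leaves. In irradiated leaves it rose in WPI leaves, by 1.13 (SE 0.22, adjusted p = 0.0013), and in 2L-IR leaves, by 1.25 (SE 0.26, adjusted p = 0.0017), and had 0.30 and 0.65 (adjusted p = 0.74 and 0.083) in 1L-IR and 3L-IR leaves. The cysteine protease TC287034 had 0.99, 1.36 and 1.70 (adjusted p = 0.12, 0.0069 and 0.00025) in shielded leaves, and cysteine proteinase 1, TC280397, 0.93, 1.1 and 1.46 (adjusted p = 0.1, 0.017 and 0.00047). Over the cysteine proteases 2 of 5 rose and 0 fell (4 and 0 adjusted over the list alone) in 3L-SH leaves. When 1 extract was left out, the calls for TC306591 in WPI and 2L-IR leaves and TC287034 and TC280397 in 2L-SH leaves did not hold.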

Interestingly, a serine:threonine kinase and a cysteine protease are also increased in both irradiated and shielded samples (Tables S1 and S4 in Additional file 2). 

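In shielded leaves, UVR8-like transcripts of the UV-B photoreceptor family fell, by 1.84, 2.12 and 1.86 on the log2 scale in 1L-SH, 2L-SH and 3L-SH leaves for TC305401 (adjusted p = 0.019, 0.0022 and 0.0032). TC305402 fell by 1.55, 1.59 and 1.81 (adjusted p = 0.011, 0.0038 and 0.00036), and the RCC-like transcript TC315780 by 1.48, 1.54 and 1.31 (adjusted p = 0.0033, 0.00067 and 0.0016). Myo-inositol-1-phosphate synthase, TC280273, had log2 fold changes of -1.24, -1.40 and -0.92 with standard errors of 0.52, 0.53 and 0.52. Its unadjusted p values from limma were 0.021, 0.011 and 0.081 and its adjusted p values 0.3, 0.12 and 0.25. Of the myo-inositol and raffinose transcripts 0 of 4 rose and 3 fell (0 and 4 adjusted over the list alone) in 2L-SH leaves. Calls that depended on 1 extract were those for TC305401 and TC315780 in 1L-SH leaves and TC305402 in 1L-SH and 2L-SH leaves.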

UVR8 and myo-inositol-1-phosphate synthase are among the 36 down-regulated transcripts (Table S4 in Additional file 2) shared with directly irradiated leaves. Although a number of HSPs have been reported to be up-regulated by UV-B [3], a decrease in the levels of HSPs 82, 101 and clpB have been reported in the W23 maize inbred [6], and here we find two HSPs decreased in shielded organs (Table S4 in Additional file 2). 

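HSP70 A, TC312002 (GRMZM2G347280), fell in 1L-SH and 2L-SH leaves, at -1.86 and -2.06 (adjusted p = 0.025 and 0.0047) on the log2 scale. The HSP70-type transcript TC297272 fell by 1.64, 1.49 and 0.89 in 1L-SH, 2L-SH and 3L-SH leaves (adjusted p = 0.0024, 0.0022 and 0.046), and RHSF7, TC308958, by 2.16 in 2L-SH leaves (adjusted p = 6e-06). Among heat shock proteins and chaperones 0 of 49 rose and 4 fell (1 and 9 adjusted over the list alone) in 1L-SH leaves (camera adjusted p = 0.0036, and adjusted p = 0.61 with an estimated correlation), 1 of 49 rose and 6 fell (1 and 11 adjusted over the list alone) in 2L-SH leaves (camera adjusted p = 0.0036, and adjusted p = 0.61 with an estimated correlation) and 3 of 49 rose and 8 fell (3 and 13 adjusted over the list alone) in 3L-SH leaves (camera adjusted p = 0.018, and adjusted p = 0.63 with an estimated correlation). Between irradiated and shielded leaves of the same plants, 2, 0 and 2 of these 49 transcripts differed in 1L, 2L and 3L plants. With 1 extract left out, TC312002 in 1L-SH leaves no longer passed.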

Using a 1.5-fold cut-off, 120 transcripts levels were altered in shielded leaves from 4 h single leaf CLI treatments, increasing slightly to 134 for 2 leaves (Table S4 in Additional file 2). Using this lower cut-off, genes for stress responses, a hypersensitive-induced response protein, and some TFs are increased. 

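A hypersensitive-induced response protein, TC305660, had log2 fold changes of 1.05, 1.44 and 2.08 (adjusted p = 0.11, 0.0054 and 3e-05) in 1L-SH, 2L-SH and 3L-SH leaves. An anionic peroxidase, of cell wall and defence reactions, TC288858 (GRMZM2G108219), rose in 2L-SH leaves, by 2.27 (SE 0.38, adjusted p = 0.00017). The wound response transcript TC293183 rose by 1.24, 1.77 and 1.67 (adjusted p = 0.018, 0.00015 and 0.00013), and in the jasmonate and wound response group 2 of 10 rose and 1 fell (2 and 2 adjusted over the list alone) in 2L-SH leaves. For pathogenesis-related proteins 0 of 4 rose and 0 fell (0 and 0 adjusted over the list alone). WRKY14, TC289729, had 0.75, 1.17 and 1.38 (adjusted p = 0.17, 0.005 and 0.00031). At 1.5-fold 558 transcripts were up-regulated and 599 down-regulated in 1L-SH leaves, 1157 in all, and 987 and 1195 in 2L-SH leaves, 2182 in all. Single extracts decided the calls for TC305660 and TC289729 in 2L-SH leaves.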

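A nitrate transporter, TC301581 (GRMZM2G176253), which takes up or moves nitrate, had log2 fold changes of -1.29, -1.47 and -0.93 (adjusted p = 0.063, 0.011 and 0.079) in 1L-SH, 2L-SH and 3L-SH leaves, and a low affinity nitrate transporter, TC314209 (GRMZM2G044851), -1.20, -1.30 and -0.99 (adjusted p = 0.29, 0.13 and 0.19). In the nitrate transport and assimilation group 0 of 3 rose and 1 fell (0 and 2 adjusted over the list alone) in 2L-SH leaves. A circadian oscillator component, AW062091, was a transcription factor that fell, with -1.65, -1.96 and -1.82 (adjusted p = 0.0089, 0.00062 and 0.00056). Pseudo-response regulator TC315492 (GRMZM2G005732) of the clock fell too, with -0.74, -0.94 and -0.98 (adjusted p = 0.014, 0.00047 and 0.00012). In the circadian clock group 1 of 9 rose and 3 fell (2 and 4 adjusted over the list alone) in 2L-SH leaves. Left out 1 at a time, single extracts removed the call for AW062091 in 1L-SH leaves.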

Down-regulated genes include additional HSPs, nitrate transporters, and TFs (Table S4 in Additional file 2). 

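Formamidase, TC299556, rose in WPI leaves by 1.95 (SE 0.29, adjusted p = 1.9e-05) and in 2L-SH leaves by 2.52 (SE 0.34, adjusted p = 5.4e-06). Xylulokinase, TC287601, rose in 2L-SH leaves by 2.18 (SE 0.34, adjusted p = 7.3e-05), and the proteasome maturation factor TC286238 fell in WPI leaves, at -1.44 (SE 0.27, adjusted p = 0.00087). An SNF1-related kinase subunit, of an enzyme that senses the energy state, DN205713 (GRMZM2G173536), rose by 1.99 (SE 0.32, adjusted p = 1e-04) in 2L-SH leaves and had 1.01 (adjusted p = 0.037) in WPI leaves. In all, 104 transcripts were altered in the same direction in WPI, 1L-SH and 2L-SH leaves, 35 up-regulated and 69 down-regulated. They are 43.5% of those altered in WPI leaves. Simulated noise of the shared NI extracts gave 1.2 in each direction. With these extracts divided between the comparisons, where WPI and 2L-SH leaves still share a pair, the number was 64.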

Of the 416 transcripts changed more than 2-fold in WPI plants, 53 were also differentially expressed in shielded leaves on 1 or 2 leaf CLI plants (Figure 3c, center element).

In summary, after 4 h UV-B exposure of canopy leaves, shielded leaves have 521 modulated transcripts. 

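Phenylalanine ammonia-lyase separated exposed from shielded leaves of the same plants, with log2 differences of 3.95, 3.95 and 3.32 (adjusted p = 1.4e-13, 6.9e-11 and 9.2e-11) between irradiated and shielded leaves of 1L, 2L and 3L plants. Cinnamate 4-hydroxylase, the next enzyme of the pathway, TC305188 (GRMZM2G139874), differed by 2.15, 2.32 and 1.71 (adjusted p = 6e-07, 1.1e-05 and 2.7e-05), and chalcone synthase C2, TC305005, by 2.38, 2.67 and 2.04 (adjusted p = 1.3e-10, 1e-09 and 8.3e-09). For indole, tryptophan and benzoxazinoid synthesis, a defence pathway, 0 of 7 rose and 2 fell (2 and 3 adjusted over the list alone) in 2L-SH leaves, and an indole-3-glycerol phosphate lyase, TC282072 (GRMZM2G015892), had -2.90 (SE 0.70, adjusted p = 0.0045) in 3L-SH leaves. In 1 or more of the 3 shielded leaf groups 1051 transcripts were altered. Of those altered in 2L-SH leaves, 135 were altered in the same direction in 2L-IR leaves, and the fold changes of the 2 comparisons correlated across genes at r = 0.639, or 0.556 with the NI extracts divided, where genes are not independent replicates. Compared directly, 291 transcripts were higher and 72 lower in irradiated than in shielded leaves of 1L plants, 288 and 134 in 2L plants and 490 and 128 in 3L plants. For 2L plants, 513 transcripts differed with the channels of the scanning session of the NI leaves alone and 435 with all channels, both without the array correlation. The call for TC282072 in 3L-SH leaves was lost when 1 extract was left out. From the transcripts shared with WPI leaves the paper proposes that exposed leaves send signals to shielded leaves, which then acclimate.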

A subset of altered transcripts is shared with WPI leaves. We hypothesize that signals from currently UV-B-irradiated leaves are transmitted to currently shielded leaves where some acclimation factors are regulated similarly to irradiated leaves. These triggered responses may contribute to leaf acclimation when sunlight reaches currently shaded leaves.

### Analysis of transcriptome responses in shielded ears

To better understand the impact of UV-B in non-irradiated tissues, we examined responses in immature 1-5 cm ears encased in husk leaves. Despite this protection, 34 genes were down-regulated by UV-B, while 8 were up-regulated in ears in a pilot study [10]. 

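The ear samples are 4 extracts each of NI, 1L, 2L and 3L plants, and 2 extracts of WPI plants, all harvested after 4 h. Ears of 2L plants were hybridised 12 times and share 1 scanning session with the NI ears for 8 of these channels, while the other groups lie in that session alone. In 2L ears 468 transcripts changed with the channels of that session alone and 457 with all channels, both without the array correlation. With 2 extracts, the spread of the WPI ears is taken from that of the other ear groups.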

In the current experiments, we compared transcriptomes for WPI treatments, non-irradiated controls, and CLI treatments. Figure 4a shows that 428 transcripts are changed in one or more treatments. 

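In ears, a sugar transferase of flavone synthesis, sm2, TC311539 (GRMZM2G180283), rose by 6.14 (SE 0.92, adjusted p = 0.00046) on the log2 scale in 2L ears and by 6.18 (SE 0.92, adjusted p = 0.00054) in 3L ears. An S-like RNase of phosphate recycling, TC310880 (GRMZM2G158394), rose by 5.55 (SE 0.86, adjusted p = 0.00067) in 2L ears, and a lipase, TC312667 (GRMZM2G384780), by 5.68 (SE 0.82, adjusted p = 0.00046) in 3L ears. Harpin binding protein 1, of the chloroplast, TC281878 (GRMZM2G015285), fell in 2L ears, at -1.91 (SE 0.23, adjusted p = 5e-05). Pseudo-response regulator 1, TC282943, rose in WPI ears by 1.11 (SE 0.17, adjusted p = 0.01). At 2-fold and an unadjusted p under 0.05, 14 transcripts were up-regulated and 55 down-regulated in WPI ears, 183 and 55 in 1L ears, 496 and 112 in 2L ears and 459 and 149 in 3L ears. Of these, 24, 223, 536 and 558 passed at an adjusted p under 0.05. In 1 or more of the 4 treatments 787 were altered. Single extracts moved these numbers, which for 1L ears ran from 88 to 484 and for WPI ears reached 382, and the 2L total fell to 380, when 1 extract was left out, and without treated replicate 2 the up-regulated share in WPI ears turned from 20.3% to 51.6%. When 1 extract was left out, the call for TC282943 in WPI ears did not hold.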

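A polygalacturonase inhibitor, TC280827 (GRMZM2G333980), which guards pectin in the cell wall against attack, rose by 3.04, 4.13 and 4.20 (adjusted p = 3e-04, 0.00071 and 7e-04) on the log2 scale in 1L, 2L and 3L ears, and an auxin induced protein, TC297593 (GRMZM2G343365), by 2.49, 4.05 and 4.28 (adjusted p = 0.0028, 0.0015 and 0.001). An RNA recognition motif protein, TC282722 (GRMZM2G125529), fell by 1.88 and 1.85 in 1L and 2L ears (adjusted p = 2.8e-06 and 0.00041). Phenylpropanoid transcripts rose as a group, where 9 of 9 rose and 0 fell (9 and 0 adjusted over the list alone) in 1L ears (camera adjusted p = 0.0011, and adjusted p = 0.29 with an estimated correlation). In all 3 canopy leaf treatments 171 transcripts were up-regulated and 39 down-regulated by 2-fold, where simulated noise of the shared NI ears gave 0.13 in each direction. The total was 183 with the NI ears divided between the comparisons, where 1L and 3L ears still share a pair of them, and 687 at 1.5-fold. Between 3L and 1L ears 89 transcripts differed, of which 3 passed at an adjusted p under 0.05. Calls that depended on 1 extract were those for TC280827 and TC297593 in 1L ears.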

In all CLI treatments, 104 transcripts are altered at least 2-fold, and 243 are regulated at least 1.5-fold (p < 0.05, Table S5 in Additional file 2). The latter 243 transcripts were classified by GO categories (Figures 4b and 4c). In the up-regulated group, the major category is nucleic acid binding proteins, which includes TFs (16%, Figure 4b; Table S5 in Additional file 2). Thus, UV-B signaling from irradiated leaves to shielded immature ears induces TFs that likely modulate expression changes in other genes in response to UV-B. Another important group is represented by hydrolases (11%): proteinases, lipases, cell wall degradation, and pathogen response enzymes such as beta-1,3-glucanase (Table S5 in Additional file 2). Such hydrolases are commonly induced under other stress conditions [15-18], suggesting that some components of UV-B-induced systemic signaling elicit general stress responses in shielded organs. 

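The MYB-like factor DVL1, TC285712 (GRMZM2G125522), rose by 0.98, 1.07 and 1.56 (adjusted p = 0.0038, 0.025 and 0.0022) on the log2 scale in 1L, 2L and 3L ears, and over the MYB factors 2 of 7 rose and 2 fell (3 and 2 adjusted over the list alone) in 2L ears. Among hydrolases, a beta-1,3-glucanase, which degrades fungal walls, TC312943 (GRMZM2G046101), rose by 1.16, 1.53 and 1.24 (adjusted p = 0.011, 0.021 and 0.045), and a xyloglucan endotransglucosylase of wall loosening, TC282007 (GRMZM2G060837), by 0.46, 0.78 and 0.77 (adjusted p = 0.014, 0.0055 and 0.0052). In the cell wall group 3 of 7 rose and 0 fell (3 and 0 adjusted over the list alone) in 2L ears, 1 of them the polygalacturonase inhibitor TC280827, which is no hydrolase and entered by its name. The lipase TC312667 rose by 5.24 (SE 0.82, adjusted p = 0.00067) in 2L ears. For reactive oxygen detoxification 4 of 17 rose and 0 fell (4 and 0 adjusted over the list alone) in 1L ears, among them mitochondrial superoxide dismutase 3.1, TC311114 (GRMZM2G124455), with 0.73 (adjusted p = 0.011). In the cell cycle group 2 of 10 rose and 2 fell (3 and 2 adjusted over the list alone) in 2L ears. With 1 extract left out, TC312943 in 1L, 2L and 3L ears no longer passed.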

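A peptide transporter-like protein, TC303193 (GRMZM2G083176), rose by 1.03, 1.61 and 1.53 (adjusted p = 0.0011, 0.00078 and 0.0011) on the log2 scale in 1L, 2L and 3L ears, and ZmNIP1-1, a channel for water and small solutes, TC293418 (GRMZM2G041980), by 0.63, 1.07 and 1.06 (adjusted p = 0.047, 0.021 and 0.017). Aphid transmission P5, TC296076 (GRMZM2G136072), rose by 0.64, 0.89 and 1.03 (adjusted p = 0.008, 0.011 and 0.0038), and an MDR-like ABC transporter, a pump driven by ATP, TC313764 (GRMZM2G004748), by 0.68, 0.83 and 0.86 (adjusted p = 0.013, 0.035 and 0.022). The glycerol-3-phosphate transporter TC300734, listed in the paper's tables as a cAMP inducible membrane protein, had 0.83, 0.97 and 0.92 (adjusted p = 0.024, 0.073 and 0.066). In WPI ears the 5 transcripts had log2 fold changes from -0.18 to 0.32, and none passed. Single extracts decided the calls for TC303193 and TC300734 in 1L ears, TC293418 and TC313764 in 1L, 2L and 3L ears and TC296076 in 1L and 2L ears.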

Transcripts for transport processes and receptors (7.4%) are an interesting category; examples in this group are a glycerol-3-phosphate transporter, aphid transmission P5, a MDR-like ABC transporter, a NOD26-like membrane integral protein ZmNIP1-1, and a peptide transporter-like protein (Table S5 in Additional file 2); these are candidates for transporting a signaling molecule from irradiated tissues into the cells of a shielded ear. The major group of down-regulated transcripts is also the nucleic acid binding group (18%, Figure 4c), confirming there is both induction and repression of TFs to modulate UV-B responses. As described for shielded leaves, there is also down-regulation of several HSP genes (Table S5 in Additional file 2), which we now classify as a general UV-B response in shielded tissues.

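A small heat shock protein of mitochondria, TC300184 (GRMZM2G007729), fell by 2.77, 2.48 and 2.45 on the log2 scale in 1L, 2L and 3L ears (adjusted p = 1.1e-06, 0.00051 and 0.00068). HSP70, TC279806 (GRMZM2G351416), fell by 1.76, 2.23, 2.39 and 1.91 in WPI, 1L, 2L and 3L ears (adjusted p = 0.012, 1.1e-07, 1.8e-05 and 0.00035). RHSF6, TC289946, fell by 1.54, 1.82 and 1.57 in 1L, 2L and 3L ears (adjusted p = 4e-07, 1.5e-05 and 0.00017). Among heat shock proteins and chaperones 0 of 49 rose and 7 fell (0 and 14 adjusted over the list alone) in WPI ears and 2 of 49 rose and 22 fell (2 and 25 adjusted over the list alone) in 1L ears, both with a camera adjusted p = 2.1e-07, or 0.00087 with an estimated correlation. In 2L ears 1 of 49 rose and 14 fell (2 and 19 adjusted over the list alone), with a camera adjusted p = 8.2e-05, and adjusted p = 0.019 with an estimated correlation, and in 3L ears 1 of 49 rose and 15 fell (2 and 18 adjusted over the list alone), with a camera adjusted p = 0.00027, and adjusted p = 0.038 with an estimated correlation. For heat shock factors 0 of 6 rose and 2 fell (0 and 3 adjusted over the list alone) in WPI ears (camera adjusted p = 0.01, and adjusted p = 0.058 with an estimated correlation). The mean log2 signal of the heat shock proteins was 8.72 ± 0.18 (SD, n = 4) in NI ears and 8.22 ± 0.04 (SD, n = 4) in 1L ears. Left out 1 at a time, single extracts removed the call for TC279806 in WPI ears.

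**Figure D2:**
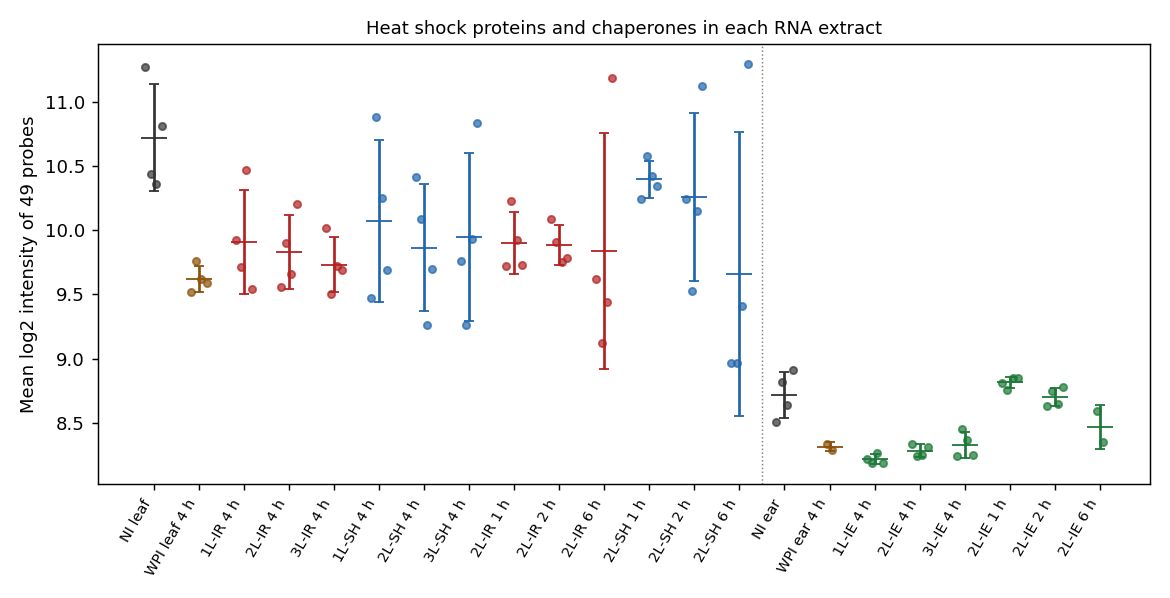
Mean log2 signal of the 49 heat shock and chaperone transcripts in each extract (vertical axis), by group (horizontal axis), with points for extracts and bars for the mean and SD, for leaves and ears. NI leaves average 10.72, with NI replicate 1 highest at 11.27, and the leaf groups at 4 h lie from 9.62 in WPI leaves to 10.07 in 1L-SH leaves.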

**Figure 4:**
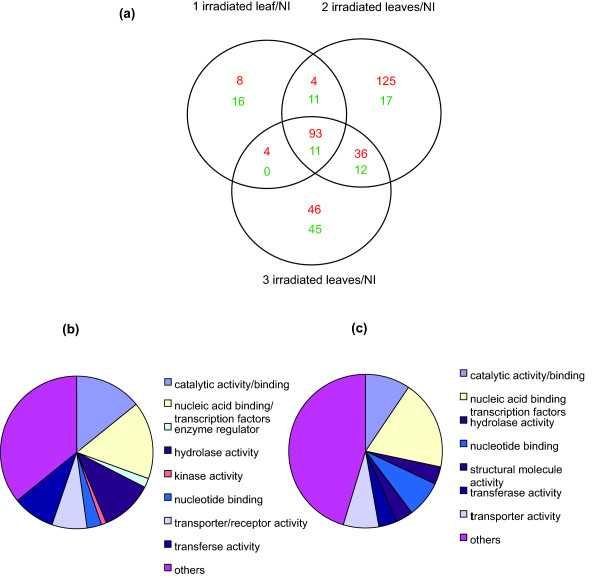
**Analysis of immature ear transcriptome changes**. (a) Transcriptome changes with varying canopy exposure. Each sample was compared to non-irradiated control plants (NI). Up-regulated genes are red, down-regulated genes are green. (b and c) GO classification of UV-B-regulated transcripts based on their putative function: (b) up-regulated and (c) down-regulated.

Despite the parallels in affected processes, few transcripts were shared between immature ears and shielded leaves from the 2-leaf CLI treatment: 9 transcripts at a 2-fold cutoff (1.5% of total regulated transcripts in both conditions) and 52 transcripts (2.4%) at a 1.5-fold cutoff (Figure S2 in Additional file 3 and Table S6 in Additional file 2). These low values are within the false discovery range in assigning expressed transcripts, and we conclude that shielded ears and leaves express distinctive gene suites after CLI.

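DnaJ co-chaperone DT644608 was altered in both organs, with log2 fold changes of -0.99 (adjusted p = 0.0093) in 2L-SH leaves and -1.24 (adjusted p = 3.1e-05) in 2L ears. The RNA recognition motif protein TC282722 had -1.74 (adjusted p = 0.032) in 2L-SH leaves, and aldehyde oxidase, which makes abscisic acid or auxin, TC313219 (GRMZM2G141535), rose by 1.91 (adjusted p = 1.8e-05) there and by 1.22 (adjusted p = 0.0018) in 2L ears. The glycerol-3-phosphate transporter TC300734 fell in 2L-SH leaves, by 1.18 (adjusted p = 0.014), and class III peroxidase 13, TC299240 (GRMZM2G341934), fell there by 0.82 (adjusted p = 0.022) and rose in 2L ears by 2.36 (adjusted p = 0.0048). At 2-fold 33 transcripts were altered in the same direction in 2L-SH leaves and 2L ears, 3.1% of those altered in either, and 12 in opposite directions. By chance 2.6 up-regulated and 0.83 down-regulated would be shared, against 13 and 20. At 1.5-fold 143 were shared. Across genes the fold changes of the 2 organs correlated at r = -0.0492, or -0.0898 with the NI extracts divided, where genes are not independent replicates. The calls for TC300734 in 2L-SH leaves and TC299240 in 2L-SH leaves and 2L ears were lost when 1 extract was left out. From the low share the paper concludes that shielded ears and leaves express distinct genes.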

### Time course of transcriptome: differential expression responses

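The time course used plants with 2 exposed leaves (2L), sampled after 1, 2, 4 and 6 h. Exposures were centred on a fixed hour, so the hour of harvest moved with the duration. As 1 NI group serves all times, changes over the course cannot be told apart from the time of day. There are 4 extracts of irradiated leaves, of shielded leaves and of ears at each time, apart from 2 of ears at 6 h, and the 4 h groups and the NI controls are those of the dosage experiment. The leaves after 1, 2 and 6 h were scanned in other sessions than the NI leaves, and extracts hybridised in 2 sessions link them. With the session as a term, in a fit to single channels with the extract as a random term, 779, 823 and 1200 transcripts changed against NI in irradiated leaves after 1, 2 and 6 h and 659, 582 and 1416 in shielded leaves, beside 780, 943, 1423, 666, 706 and 1632 in the fit used here. Irradiated and shielded leaves of a time share their sessions. In the ears, the NI controls and all 4 times share a session.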

Figure 5a shows 628 transcripts that are changed by at least 2-fold (p < 0.05) in irradiated leaves after 1 h of UV-B compared to non-irradiated plants, increasing to 1073 transcripts after 2 h. 

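An amino acid permease, which moves amino acids into cells, TC301109 (GRMZM2G136508), rose in irradiated leaves by 2.99 and 2.84 (adjusted p = 4.3e-06 and 1.2e-05) on the log2 scale after 1 and 2 h, and gibberellin 2-oxidase, which inactivates the growth hormone gibberellin, TC291345 (GRMZM2G022679), by 2.73 and 2.77 (adjusted p = 3.9e-06 and 3.4e-06). Phenylalanine ammonia-lyase, TC310207, had risen by 4.22 (SE 0.34, adjusted p = 4.6e-13) after 1 h. Glutaredoxin-like TC297836 (GRMZM2G371063), of redox control, fell by 1.88 and 1.79 (adjusted p = 0.029 and 0.038). After 1 h 410 transcripts were up-regulated and 370 down-regulated by 2-fold, and after 2 h 548 and 395. Of the 780 at 1 h, 581 (74.5%) were altered in the same direction at 2 h. With the NI extracts divided between the comparisons 468 were, or 54% of the 1 h list of that fit, and 397 were altered at 1 h alone. At 1 h but not at 2 h 199 were altered, 72 up-regulated and 127 down-regulated. The larger direction turned without normalization between arrays, where 16.7% and 33% were up-regulated at 1 and 2 h in place of 52.6% and 58.1%, and with the processed signals (36.9% and 48.8%), and at 1 h under 6 other alternatives.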

Of the 628 transcripts, 76% also show altered expression after 2 h of UV-B (central element, Figure S3a in Additional file 4) whereas 153 transcripts are unique to 1 h UV-B and are likely involved in the earliest responses. Of the 66 uniquely up-regulated early transcripts (Figure S3a in Additional file 4), there are at least 8 TFs and 12 transcripts encoding signal transduction proteins (Table S7 in Additional file 2), that probably participate in early UV-B signaling. For example, a protein similar to Arabidopsis phytochrome and flowering time 1 protein (PFT1), a subunit of the Mediator complex [19], is an early response.

**Figure 5:**
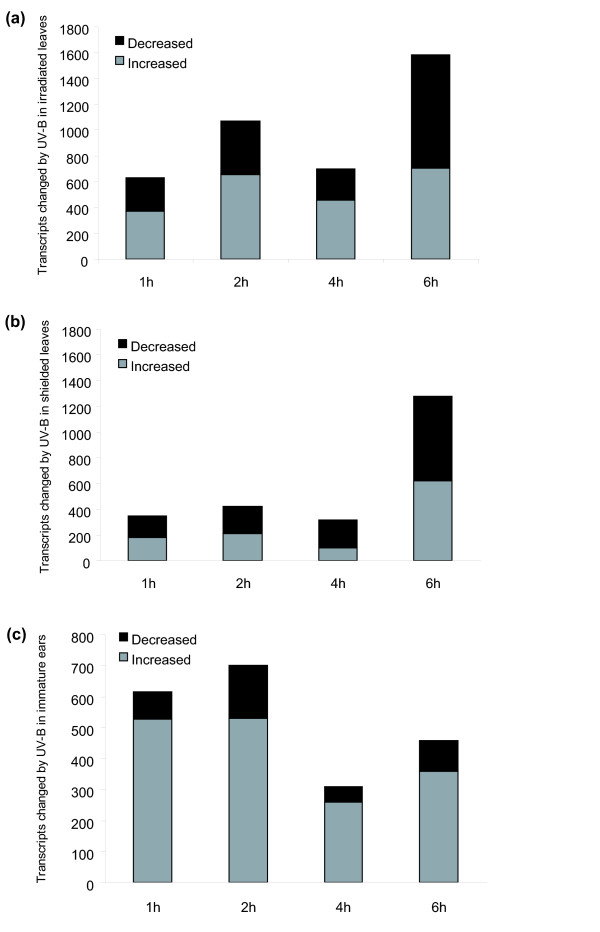
**Transcript changes in plants with 2 leaves exposed over 1, 2, 4, or 6 h**. RNA from (a) irradiated leaves, (b) shielded leaves, and (c) immature ears was used for the microarray experiments.

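A NAC factor, of a family active in senescence and stress, TC296607 (GRMZM2G312201), rose in shielded leaves by 2.22 and 2.48 (adjusted p = 0.0023 and 0.00076) on the log2 scale after 1 and 2 h. The amino acid permease TC301109 rose by 2.48 (SE 0.44, adjusted p = 0.00016) after 1 h, and a DnaJ co-chaperone, TC281762 (GRMZM2G134476), fell by 2.13 and 2.78 (adjusted p = 6.7e-10 and 5.1e-13). A Ser:Thr receptor-like kinase, TC283340 (GRMZM2G174001), rose by 1.20 and 1.12 (adjusted p = 4.5e-07 and 2.9e-06). After 1 h 315 transcripts were up-regulated and 351 down-regulated by 2-fold, and after 2 h 374 and 332. Of the 666 at 1 h, 476 (71.5%) persisted in the same direction at 2 h. With the NI extracts divided 381 did, and 346 were altered at 1 h alone in that fit. At 1 h alone 190 were altered, 60 up-regulated and 130 down-regulated. Without normalization between arrays 11.8% and 22.2% were up-regulated at 1 and 2 h in place of 47.3% and 53%, and the larger direction turned there at 2 h, and under 4 alternatives at 1 h and 3 others at 2 h.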

In shielded leaves, the total number of transcripts changed after 1 h of UV-B was lower than in irradiated leaves (348 transcripts, Figure 5b); 270 of these changes persist at 2 h (central element, Figure S3b in Additional file 4). The 78 uniquely modulated after 1 h (Figure S3b in Additional file 4) are candidate components of initial UV-B signaling in shielded tissues; this group includes transcripts for signal transduction proteins, TFs, and transporters (Table S7 in Additional file 2). A UVR8 homolog is up-regulated in shielded leaves after 1 h of UV-B but not at longer UV-B exposures nor in any irradiated samples (Table S7 in Additional file 2). This transcript may be induced at earlier times in irradiated leaves as an initial response to UV-B and then in shielded leaves with a time delay after transmission of an inducing signal. Thus, the down-regulation of UVR8 measured at longer UV-B exposures (Table S7 in Additional file 2) may be a feedback response to the treatment. 

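The UVR8-like transcript TC305401 had log2 fold changes of -0.17, -0.37 and -2.95 (adjusted p = 0.87, 0.7 and 1.4e-06) in shielded leaves after 1, 2 and 6 h, and -0.19, -0.22 and -3.56 (adjusted p = 0.82, 0.8 and 4.7e-08) in irradiated leaves. TC305402 had 0.19, 0.15 and -2.60 (adjusted p = 0.79, 0.86 and 1.6e-07) in shielded and 0.09, 0.08 and -2.88 (adjusted p = 0.9, 0.91 and 2.9e-08) in irradiated leaves. The RCC-like transcript TC315780 had 0.52, 0.29 and -1.96 (adjusted p = 0.27, 0.63 and 1e-06) in shielded leaves, so that none of the 3 passed at 1 h and all fell at 6 h. A circadian oscillator component, AW062091, followed the same course, with 0.64, 0.46 and -3.46 (adjusted p = 0.28, 0.51 and 5.6e-10). For all of these the hour of harvest was not separated from the duration.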

Comparing 1 h irradiated versus shielded leaves, 106 transcripts are changed in a similar way at least 2-fold (p < 0.05) in both conditions: 56 are increased, including transcripts for signaling proteins and TFs, and 50 decreased (Table S7 in Additional file 2). 

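A palladin-like protein, TC310612 (GRMZM2G087824), rose by 2.85 (SE 0.58, adjusted p = 0.00082) on the log2 scale in irradiated and by 3.30 (SE 0.58, adjusted p = 0.00016) in shielded leaves after 1 h. A kinase of uridylate synthesis, DR816169 (GRMZM2G071832), fell by 2.38 in irradiated and 2.11 in shielded leaves (adjusted p = 1e-12 and 7.9e-11), and an aintegumenta-like factor, BNM3 of ovule development, DR821612 (GRMZM2G311024), by 2.36 and 2.14 (adjusted p = 9.7e-12 and 4.5e-10). WRKY53, TC310736, rose by 1.48 (adjusted p = 0.014) and 1.40 (adjusted p = 0.023). Altered in the same direction in both were 409 transcripts, 184 up-regulated and 225 down-regulated, or 331 with the NI extracts divided. The fold changes correlated across genes at r = 0.684 with the NI extracts divided, and at 0.839 with the same NI extracts in both, which raises it, where genes are not independent replicates. Irradiated and shielded leaves differed directly in 188 transcripts, and 2 of 35 ways to divide the 8 extracts, the real one included, gave as many or more. When 1 extract was left out, the calls for TC310736 in irradiated leaves at 1 h and shielded leaves at 1 h did not hold.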

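A wound and phytochrome signaling involved receptor-like kinase, TC302041, rose after 1 h by 1.07 (SE 0.30, adjusted p = 0.014) on the log2 scale in irradiated and by 0.97 (SE 0.30, adjusted p = 0.031) in shielded leaves. It had 1.12 and 0.99 (adjusted p = 0.0096 and 0.015) after 2 and 6 h in irradiated leaves, 1.26 and 0.70 (adjusted p = 0.0054 and 0.081) in shielded leaves, and 0.07 (adjusted p = 0.93) and 0.24 (adjusted p = 0.72) after 4 h. Receptor protein kinase-like TC290272 (GRMZM2G175874) rose by 1.22 (adjusted p = 0.0016) in irradiated and 0.93 (adjusted p = 0.019) in shielded leaves after 1 h. Over the receptor-like kinases 3 of 20 rose and 3 fell (3 and 3 adjusted over the list alone) in irradiated and 4 of 20 rose and 1 fell (6 and 3 adjusted over the list alone) in shielded leaves. Calls that depended on 1 extract were those for TC302041 in irradiated leaves at 1 h, shielded leaves at 1 h, irradiated leaves at 2 h and irradiated leaves at 6 h.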

A wound and phytochrome signaling involved receptor-like kinase is increased in both irradiated and shielded leaves after 1 h, emphasizing its potential as a general participant in UV-B signaling.

After 6 h of UV-B, more transcripts increased significantly in both irradiated (1584, 2-fold, p < 0.05) and shielded (1280, 2-fold, p < 0.05) leaves. This is a 2.5-fold increase with respect to the 1 h treatment for irradiated and a 3.7-fold increase for shielded leaves (Figure 5a and 5b). 

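After 6 h an aquaporin of the plasma membrane, TC302043 (GRMZM2G178693), fell by 3.71 on the log2 scale in irradiated and 3.61 in shielded leaves (adjusted p = 6.5e-07 and 8.3e-07), and the indole-3-glycerol phosphate lyase TC282072 by 4.02 and 3.46 (adjusted p = 3.9e-05 and 0.00025). Xylulokinase, TC287601, rose by 3.13 and 3.83 (adjusted p = 2.7e-09 and 1.6e-11). Photosynthesis transcripts fell as a group in shielded leaves, where 1 of 15 rose and 14 fell (1 and 14 adjusted over the list alone), with a camera adjusted p = 0.011, and adjusted p = 0.34 with an estimated correlation. Among heat shock proteins and chaperones 4 of 49 rose and 26 fell (4 and 28 adjusted over the list alone) in irradiated leaves (camera adjusted p = 0.0059, and adjusted p = 0.62 with an estimated correlation), Nek2 and the HspB7-like protein being 2 of those that rose. The group averaged 9.62, 9.12, 9.44 and 11.18 on the log2 scale in the 4 extracts, and 11.27, 10.44, 10.36 and 10.81 in those of NI leaves, so that replicate 4 lay above 3 of the NI extracts. In irradiated leaves 767 transcripts were up-regulated and 656 down-regulated by 2-fold at 6 h, and in shielded leaves 819 and 813, a balance that turned without normalization between arrays (28.2% and 25.3% up-regulated in place of 53.9% and 50.2%) and with the processed signals (48.2% and 45%). Leaves at 6 h differed from those at 4 h in 759 transcripts when irradiated and 467 when shielded. With the scan session as a term and no array correlation these numbers were 769 and 455, beside 783 and 445 without the array correlation alone. Irradiated and shielded leaves differed in 213 at 6 h, a number that 3 of 35 divisions of the extracts, the real one included, reached, and in 332 without replicate 1 of both groups.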

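FKF1, CF020545, rose at 6 h by 3.75 (SE 0.34, adjusted p = 1.8e-11) in shielded leaves, where it had also risen at 4 h, and 29 kDa ribonucleoprotein A, TC287388, by 1.57 (adjusted p = 0.00033) in irradiated leaves. The flavonoid 3-monooxygenase BM334730 rose by 3.28 and 2.97 (adjusted p = 4.2e-10 and 3.1e-09) at 6 h in irradiated and shielded leaves, and after 1 h it had 0.78 and -0.05 (adjusted p = 0.11 and 0.95). In irradiated leaves 287 transcripts were altered in the same direction at 4 and 6 h, 169 up-regulated and 118 down-regulated, or 20% of those altered at 6 h. In shielded leaves there were 372, 157 up-regulated and 215 down-regulated, or 23%.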

Fewer than 20% of these transcripts are shared with the 4 h treatment in irradiated (19%) and shielded (17%) leaves (central element, Figure S3a and b in Additional file 4). This observation reinforces the distinction between initial (up to 4 h) and later responses of 6 h or longer [12]. Genes in this category are described in Table S7 in Additional file 2.

Examining the time course for immature ears (Figure 5c) we find fewer total transcripts changed 2-fold (p < 0.05) by UV-B than in leaves; ears retain transcript diversity at 1 and 2 h because there are more up- than down-regulated genes. 

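In ears the lipase TC312667 rose by 4.64 (SE 0.57, adjusted p = 8.3e-06) on the log2 scale after 1 h, and thaumatin-like TC280407 (GRMZM2G402631), a defence protein, by 4.82 (SE 1.28, adjusted p = 0.029) after 6 h. At 2-fold 548 transcripts were up-regulated and 92 down-regulated after 1 h, 397 and 95 after 2 h and 650 and 228 after 6 h. Of these, 636, 445 and 554 passed at an adjusted p under 0.05. Without 1 extract the total ran to 423 from 640 at 1 h, to 282 from 492 at 2 h and to 1603 from 878 at 6 h, where the share up-regulated turned from 74% to 22.3%.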

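The polygalacturonase inhibitor TC280827 rose by 4.27 and 4.14 (adjusted p = 1.7e-06 and 9e-05) on the log2 scale in ears after 1 and 2 h, and the sugar transferase sm2 TC311539 by 4.60 (SE 0.64, adjusted p = 2.8e-05) after 1 h. Harpin binding protein 1, TC281878, fell by 1.97 and 1.60 (adjusted p = 5e-08 and 3.2e-05). Of the transcripts altered at 1 h, 443 (69.2%) were altered in the same direction at 2 h, 382 up-regulated and 61 down-regulated. With the NI ears divided between the comparisons the number was 362, or 57% of those altered at 1 h in that fit.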

In ears, 82% of altered transcripts at 1 h (500) are also changed after 2 h of UV-B (Figure S3c in Additional file 4). Similar to shielded leaves, the 1 h CLI treatment induced transporters, TFs and signaling proteins (Table S8 in Additional file 2). Surprisingly, transcripts for multiple HSPs are transiently induced, and then down-regulated as a class after 4 h UV-B (Table S8 in Additional file 2); thus, as suggested for UVR8 in shielded leaves, the down-regulation observed at longer exposure times may be part of a feedback response to suppress physiological changes induced by initial UV-B perception.

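Several heat shock proteins rose in ears after 1 h, among them TC310318 (GRMZM2G306679) by 3.04 (SE 0.22, adjusted p = 8.2e-09), TC282405 (GRMZM2G158232) by 1.97 (SE 0.28, adjusted p = 3.5e-05), HSP82, TC313390 (GRMZM2G012631), by 1.21 (SE 0.17, adjusted p = 2.2e-05) and the HSP70 TC279796 (GRMZM2G310431) by 0.99 (SE 0.18, adjusted p = 0.00035). At 2 h TC310318 had 2.63 (adjusted p = 3.3e-06), at 4 h -0.33 (adjusted p = 0.62) and at 6 h -0.35 (adjusted p = 0.68). The HSP70 TC279796 had 0.91 (adjusted p = 0.0095) at 2 h, -1.40 (adjusted p = 0.0023) at 4 h and -2.36 (adjusted p = 0.00032) at 6 h. DnaJ co-chaperones TC281761 (GRMZM2G016734) and TC281762 fell at 1 h, by 1.83 and 2.12 (adjusted p = 1e-07 and 3.1e-06). Of the heat shock proteins and chaperones 14 of 49 rose and 12 fell (14 and 16 adjusted over the list alone) after 1 h, 8 of 49 rose and 6 fell (8 and 9 adjusted over the list alone) after 2 h and 1 of 49 rose and 5 fell (2 and 9 adjusted over the list alone) after 6 h. The group passed as a whole at 6 h (camera adjusted p = 0.0035, and adjusted p = 0.13 with an estimated correlation), and not at 1 or 2 h (camera adjusted p = 0.86 and 0.56). Its mean log2 signal was 8.82, 8.70, 8.28 and 8.47 after 1, 2, 4 and 6 h. With 1 extract left out, TC279796 in ears at 2 h no longer passed. From the rise and later fall the paper proposes a feedback that suppresses changes induced at first UV-B perception.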

Some early-induced transcripts remain differentially regulated throughout the time course: 82 in irradiated leaves, 19 in shielded leaves, and 103 in immature ears (Tables S7 and S8 in Additional file 2); these probably correspond to transcripts encoding proteins necessary for stress acclimation. 

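The leukotriene B4 12-hydroxydehydrogenase TC308488 rose in irradiated leaves, with log2 fold changes of 3.48, 3.37 and 4.08 (adjusted p = 9.4e-06, 1.9e-05 and 2e-07) after 1, 2 and 6 h. In shielded leaves the palladin-like TC310612 rose by 3.23 and 3.22 (adjusted p = 0.00028 and 4.9e-05) after 2 and 6 h, and the tonoplast intrinsic protein TC299370 fell by 1.96 and 1.99 (adjusted p = 0.00088 and 0.00015). In ears RHSF6, TC289946, fell by 1.78, 1.92 and 1.32 after 1, 2 and 6 h (adjusted p = 1.9e-08, 6.9e-07 and 0.0036). At all 4 times, 107 transcripts were up-regulated and 39 down-regulated in irradiated leaves, 24 and 37 in shielded leaves and 190 and 30 in ears. With the NI extracts divided between the comparisons, some of which still share NI extracts, the totals were 119, 54 and 174.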

Up-regulated examples for irradiated leaves include three phenylpropanoid pathway genes, a peroxidase PXC2, TFs of the WRKY type, and a PR protein (Table S7 in Additional file 2). 

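Cinnamate 4-hydroxylase, TC305188, rose in irradiated leaves by 2.29, 2.32, 2.27 and 2.28 (adjusted p = 1.4e-06, 1.3e-06, 9.6e-06 and 6.5e-07) on the log2 scale after 1, 2, 4 and 6 h, and cinnamyl alcohol dehydrogenase TC293337 by 1.94, 2.26 and 1.88 (adjusted p = 0.00037, 4e-05 and 0.00025) after 1, 2 and 6 h. For phenylpropanoid and lignin transcripts 5 of 9 rose and 1 fell (7 and 1 adjusted over the list alone) after 1 h (camera adjusted p = 0.00099, and adjusted p = 0.058 with an estimated correlation), 6 of 9 rose and 1 fell (7 and 1 adjusted over the list alone) after 2 h (camera adjusted p = 0.0011, and adjusted p = 0.058 with an estimated correlation) and 6 of 9 rose and 0 fell (7 and 0 adjusted over the list alone) after 6 h (camera adjusted p = 0.018, and adjusted p = 0.24 with an estimated correlation). Peroxidase PXC2, TC306090 (GRMZM2G126261), had 2.31, 2.17, 0.44 and 2.63 (adjusted p = 0.012, 0.018, 0.75 and 0.0021) over the 4 times. WRKY53, TC310736, rose by 1.21 (adjusted p = 0.046) after 2 h, and WRKY transcript TC300388 (GRMZM2G120320) by 1.34 and 1.43 (adjusted p = 0.036 and 0.015) after 2 and 6 h. A pathogenesis-related protein, TC305441, had -0.09, 0.30, 0.04 and 0.06 (adjusted p = 0.95, 0.82, 0.98 and 0.97) over the 4 times, and over this group 1 of 4 rose and 1 fell (1 and 1 adjusted over the list alone) after 6 h. Single extracts decided the calls for TC306090 and TC310736 in irradiated leaves at 2 h and TC300388 in irradiated leaves at 2 and 6 h.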

In immature ears, 86 transcripts are induced > 2-fold at all time points (p < 0.05), including two phenylalanine ammonia-lyases, a peroxidase 13, and GSTs 20 and 22. Also up-regulated are transcripts encoding enzymes in cell wall degradation (Table S8 in Additional file 2). 

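Phenylalanine ammonia-lyase, TC310207, rose in ears by 2.88, 2.44, 3.06 and 2.45 (adjusted p = 1.4e-06, 3e-04, 3e-04 and 0.012) on the log2 scale after 1, 2, 4 and 6 h. Class III peroxidase 13, TC299240, had 2.59, 2.28 and 1.71 (adjusted p = 1.4e-05, 0.0013 and 0.1) after 1, 2 and 6 h. A fucosyltransferase that decorates xyloglucan of the cell wall, TC289937 (GRMZM2G015983), rose by 1.70, 1.41 and 1.73 (adjusted p = 7.3e-07, 0.00017 and 0.0023), and over the cell wall group 4 of 7 rose and 0 fell (4 and 1 adjusted over the list alone) after 1 h, again with the inhibitor TC280827 among those that rose. Of glutathione S-transferases, which detoxify by conjugation, 1 of 2 rose and 1 fell (1 and 1 adjusted over the list alone) after 1 h, and GST 41, TC311854, fell by 0.30 (adjusted p = 0.044). Phenylpropanoid and lignin transcripts rose as a group, where 6 of 9 rose and 0 fell (8 and 0 adjusted over the list alone) after 1 h (camera adjusted p = 0.0036, and adjusted p = 0.34 with an estimated correlation). Left out 1 at a time, single extracts removed the calls for TC310207 in ears at 2 and 6 h and TC299240 in ears at 2 h.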

The up-regulation of these genes is specific for immature ears; it is possible UV-B induces some specific cell wall reorganization in these organs.

The impact of UV-B on fourteen major cellular processes was assessed by GO classification of transcripts from four expression types (those that were turned on or off or that were up- or down-regulated versus the NI control) for each of the 4 time points in the 6 h time course experiment (Figure S4 in Additional file 5). UV-B perception and systemic signaling to shielded organs has a major impact in all fourteen GO categories. The proportion of genes in each of the four expression types is distinctive for irradiated leaf, shielded leaf, and immature ears. For each of the fourteen categories and for each of the 4 time points, responses in the two types of leaf samples share more similarities than either does with the immature ear.

### Identification of UV-B induced metabolomic changes

As a first step in identifying potential signal molecules moving from irradiated leaves to shielded organs, we conducted metabolic profiling using GC-MS to find metabolites altered by a 4 h UV-B treatment. We identified 84 compounds, 30 of which had a statistically significant change (Figure S5 in Additional file 6, one way ANOVA). Levels of six metabolites were only increased under WPI treatment (valine, serine, asparagine, glycerate, hexa/heptadecanoic acid and an unidentified metabolite, Additional file 6). Levels of thirteen metabolites were changed by UV-B in both WPI and CLI treatments, whereas altered levels of the following were restricted to irradiated leaves: alanine, fructose, galactose, glucose, glucaric/galactaric acid, xylose, dopamine, dihydroascorbic acid dimer, 2-ketoglutaric acid, and three compounds in the phenylpropanoid pathway (shikimic acid, quinic acid, and trans-caffeoylquinic acid) (Additional file 6). 

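In shielded leaves chalcone synthase C2, TC305005, had log2 fold changes of -0.54, -0.36 and -0.49 (adjusted p = 0.38, 0.46 and 0.2) in 1L-SH, 2L-SH and 3L-SH leaves, and flavonoid 3'-hydroxylase, TC306503, 0.10, 0.15 and 0.13 (adjusted p = 0.98, 0.94 and 0.93). The flavonoid 3-monooxygenase BM334730 had 0.68, 0.89 and 0.99 (adjusted p = 0.41, 0.11 and 0.038). Over flavonoid synthesis 0 of 6 rose and 0 fell (0 and 0 adjusted over the list alone) in 1L-SH, 0 of 6 rose and 1 fell (1 and 1 adjusted over the list alone) in 2L-SH and 1 of 6 rose and 1 fell (1 and 1 adjusted over the list alone) in 3L-SH leaves. In ears of 1L, 2L and 3L plants, flavonoid 3'-hydroxylase had 2.42, 3.78 and 3.84 (adjusted p = 0.00017, 1e-04 and 0.00021), and chalcone synthase C2 had 0.90, 2.76 and 2.01 (adjusted p = 0.14, 0.003 and 0.018). Over the group 2 of 6 rose and 0 fell (3 and 0 adjusted over the list alone) in 2L ears (camera adjusted p = 0.039, and adjusted p = 0.4 with an estimated correlation). The calls for BM334730 in 3L-SH leaves, TC306503 in 1L ears and TC305005 in 2L and 3L ears were lost when 1 extract was left out.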

All six UV-B-regulated genes in the flavonoid pathway show increased levels exclusively in directly exposed leaves (Tables S3 and S4 in Additional file 2), suggesting that these metabolites are not translocated to shielded tissues nor do mobile signals induce them in shielded organs.

Twelve metabolites were changed by UV-B in both irradiated and shielded leaves; some requiring a single irradiated leaf (lactic acid, glycerol, glycine, succinic acid, threonic acid), while others required larger canopy irradiation (lysine, glyceric acid, maleic acid, myoinositol, cinnamic/transferulic acid, trans-caffeic acid, and raffinose, Figure 6). Each of these metabolites is a potential signal molecule synthesized in exposed leaves and translocated to shielded organs; alternatively, an unknown signal could be transmitted to shielded tissues to induce synthesis of these compounds. Myoinositol is of particular interest in light of the microarray results. 

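The myo-inositol-1-phosphate synthase transcript TC280273 had a mean log2 signal of 13.13 ± 0.41 (SD, n = 4) in NI leaves, 11.97 ± 0.63 (SD, n = 4) in WPI leaves and 12.72 ± 0.11 (SD, n = 4) in 2L-IR leaves. It was 11.84 ± 0.22 (SD, n = 4) in 2L-SH leaves, and within 2L plants it reached 15.69 ± 0.22 (SD, n = 4) after 2 h and 11.05 ± 1.18 (SD, n = 4) after 6 h in irradiated leaves, and 15.13 ± 0.06 (SD, n = 4) and 10.73 ± 0.96 (SD, n = 4) in shielded leaves. Against NI leaves the signal rose at 2 h, by 2.46 and 1.90 (adjusted p = 0.0012 and 0.018) in irradiated and shielded leaves, and fell at 6 h, by 2.39 and 2.24 (adjusted p = 0.00074 and 0.0012). When 1 extract was left out, the call for TC280273 in shielded leaves at 2 h did not hold.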

Transcripts for myo-inositol-1-phosphate synthase are down-regulated by UV-B in both irradiated and shielded leaves (Tables S3 and S4 in Additional file 2). Elevated levels of myoinositol could be a signal for down-regulation of myo-inositol-1-phosphate synthase; thus, either lowered levels of myo-inositol-1-phosphate or elevated myoinositol could be signaling molecules that coordinate UV-B responses. Other metabolites showing changes in both irradiated and shielded leaves are intermediates of primary metabolism; we hypothesize that these are unlikely to be specific signals, instead reflecting global metabolic changes induced by UV-B.

**Figure 6:**
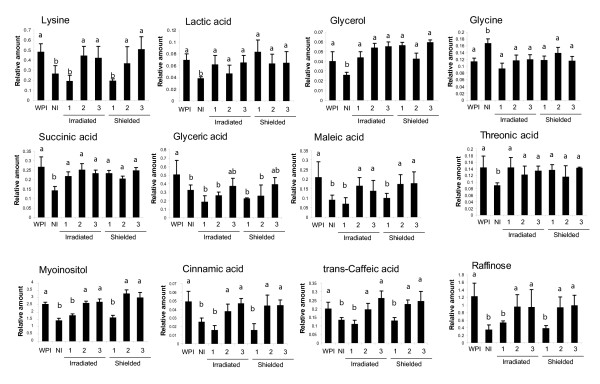
**Metabolic profiling of irradiated and shielded leaves from plants with varying canopy exposure to UV-B**. Metabolites changed in WPI, NI and both irradiated and shielded leaves from 1, 2 and 3 CLI plants are shown. Plants were irradiated during 4 h. For statistical analysis see Materials and methods.

Because a signaling metabolite(s) must increase quickly in irradiated leaves to trigger transcriptome changes in shielded organs within an hour, we predicted that such molecules would show 1) high concentrations in treated leaves relative to untreated plants and 2) increases in shielded organs. In the first of 2 protocols to test these criteria, one adult leaf per plant was covered with a PE filter; a second leaf was covered with CA (allows UV-B transmittance) as a control for differences in temperature and humidity inside the sheath. After 1 and 6 h of UV-B-irradiation, leaf metabolites were compared; the PE-covered leaf should respond to UV-B only if there is a signal transmitted from exposed leaves. We also compared metabolites from PE-covered leaves in plants exposed to UV-B to those from PE-covered leaves in unirradiated plants; only the PE-covered leaf on an irradiated plant should exhibit transcript changes. Metabolites were also analyzed after WPI for 1 and 6 h and in control plants without UV-B. Figure S6 in Additional file 7 shows 27 metabolites changed by UV-B in at least one comparison. At 1 h, 26 of these show altered levels versus control plants; 9 are only changed in irradiated leaves (e.g. phosphate and fructose), while 17 are also changed in shielded leaves (e.g. shikimic, trans-caffeic, malic) (Additional file 7). Thus, metabolite changes do occur with 1 h UV-B and two-thirds of these candidate signal molecules are also detected in shielded tissues. Of the 26 metabolites that are specifically induced by UV-B, 8 show no difference to controls at 6 h whereas 11 are still altered in shielded leaves (Additional file 7).

To analyze dynamic metabolite changes, the second protocol tested samples from two-leaf CLI at 1, 2, 4 or 6 h (Figure 1). The persistence of elevated levels (relative to non-irradiated control leaves) could be charted at a finer scale as summarized in Figure 7. Of the 12 metabolites changed at 4 h in shielded leaves (Figure 6), nearly all also show differences in shielded leaves after 1 h (Figure 7 and Figure S7 Additional file 8). Exceptions are threonic and glyceric acids which are altered after 2 and 6 h, respectively. Threonic acid is changed in irradiated and shielded leaves after only 1 h in the first protocol (Additional file 7), indicating a different threshold of canopy exposure; glyceric acid could be a secondary signal in continuing UV-B exposure. Of the 17 potential mobile signaling metabolites identified in a 1 h exposure in the first experiment, 5 were also identified after 1 h in the second protocol in both exposed and shielded leaves (lactic, succinic, trans-caffeic and maleic acids, glycerol); thus, different experiments identify the same metabolites.

**Figure 7:**
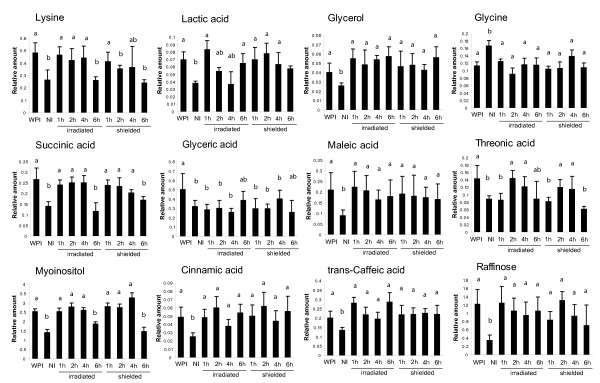
**Metabolic profiling of irradiated and shielded leaves over a time course**. Metabolic profiling of irradiated and shielded leaves from plants with two irradiated leaves over a 1, 2, 4, and 6 h time course. For statistical analysis see Materials and methods.

The two complementary protocols generated a list of metabolites changed by UV-B in irradiated leaves and either translocated to shielded leaves or elevated there by an unknown signal. One or more of these may act as signaling compounds in shielded organ responses to UV-B in maize.

### Proteomic analysis of UV-B-irradiated and shielded leaves

To complement the above analyses, we compared changes in the leaf proteome after 2-D electrophoresis using samples from WPI, non-irradiated plants, and irradiated and shielded leaves from plants with varying CLI. Using ImageMaster 2D Platinum software, protein spots changed more than 50% (p < 0.05) in WPI plants were selected, and interpretable MS/MS spectra were obtained for 65 of them (Table S9 in Additional file 2); 29 showed increased and 36 decreased levels after WPI. For 2 and 3 irradiated leaves, 59 of the 65 identified WPI protein spots were changed by UV-B, with 33 increased and 26 decreased proteins in each case, confirming that partial canopy exposure suffices to induce most responses. Only 34 changes were confirmed with one irradiated leaf, showing that there is a graded response to exposure as was found in the microarray analysis. Plant processes highlighted by differential protein accumulation of the 65 WPI proteins are summarized in Figure 8a; these include photosynthetic proteins (66%), transcriptional regulators and proteins in signal transduction (6%), protein synthesis (4.6%), secondary metabolism (3%), and other functions (3%) while 17% of the proteins have an unknown role (Figure 8a). Many proteins were identified in several spots; these cases occur with gene family members that are differentially regulated or when one gene product is post-translationally modified. Previously, we identified a phosphorylated form of pyruvate phosphate dikinase after WPI [20]; this protein was also identified in our current analysis in different spots in both irradiated and shielded leaf samples so it is probable that this modification occurs during CLI (Table S9 in Additional file 2).

**Figure 8:**
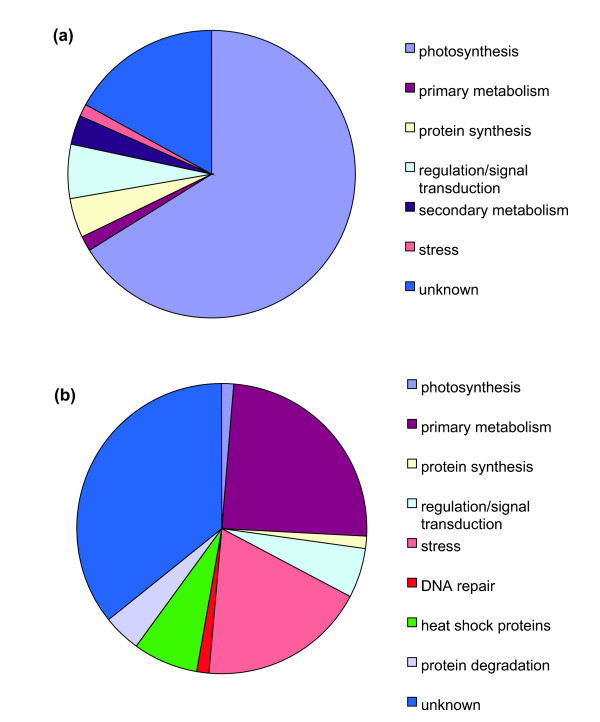
**GO Classification of UV-B-regulated proteins**. GO Classification of (a) 65 UV-B-regulated proteins in leaves from WPI or CLI samples and (b) 70 UV-B-regulated proteins in immature ears from either WPI or CLI plants. Classification is based on putative functions. For statistical analysis see Materials and methods.

Only a subset of the changes monitored in 4 h WPI leaves were also detected in the CLI shielded leaves: 68% of the protein changes were measured in shielded leaves with 3 leaves irradiated, 58% with 2 leaves, and only 3% with a single leaf (Table S9 in Additional file 2). One kinase-like protein is increased by UV-B in shielded leaves from CLI plants; this candidate protein for UV-B signaling (Table S9 in Additional file 2) is sensitive to even low UV-B doses.

To analyze the kinetics of proteome responses to UV-B, the two leaf CLI samples from the 1, 2 or 6 h time course of irradiated and shielded leaves were analyzed along with the data from the 4 h exposure. After only 1 h of UV-B, 18 protein spots are increased and 42 are decreased by 1.5-fold (p < 0.05) in irradiated leaves; this corresponds to 92% of the total proteins changed after 4 h of UV-B exposure. Ten of the increased spots and 43 of the decreased spots are also changed in shielded leaves (Table S9 in Additional file 2). With most protein changes occurring within 1 h, it is likely that many correspond to post-translational modifications, or, in the case of decreases, protein degradation. For example, most of the decreased proteins correspond to photosynthetic proteins, particularly photosystem II components; degradation of these proteins after UV-B has been previously reported [21,22]. Many protein changes persist over the duration tested; 52 of the 65 proteins changed after 4 h of UV-B are detectably altered at 6 h (Table S9 in Additional file 2).

### Proteomic analysis of immature ears from UV-B-irradiated maize plants

In ears, 11 protein spots showed increased and 59 showed decreased levels after UV-B-irradiation (Table S10 in Additional file 2); most alterations occurred after both WPI and CLI treatments (Table S10 in Additional file 2), indicating that even modest UV-B exposure triggers proteomic changes in this reproductive organ. Plant processes highlighted by differential protein accumulation are summarized in Figure 8b; classes include enzymes of primary metabolism (24%), proteins in stress responses (18.6%), HSPs (7%), transcriptional regulation and signal transduction (5.7%) and other functions (4.2%); 35% correspond to proteins with unknown function. When analyzing the time course of responses, 73% of the protein changes measured occurred within 1 h of UV-B, while 76% of the total remains changed after 6 h (Table S10 in Additional file 2). As seen with shielded leaves, most protein changes occur quickly and a subset persist throughout longer exposures. It is interesting to note that as shown in Figures 8a and 8b, proteins changed by UV-B vary by organ, similar to transcriptome profiling observations (Additional file 8). As identified by transcriptome profiling and confirmed in the proteome, many HSPs show decreased levels in immature ears (Table S10 in Additional file 2).

## Discussion

Our focus was to identify systemic responses after UV-B-irradiation that elicit physiological changes in shielded organs. We also sought to correlate transcriptome changes to alterations in the proteome and metabolome both as cross-validation and to extract a more meaningful analysis of maize responses to UV-B. The first question addressed was how many canopy leaves must receive UV-B to alter transcripts in shielded leaves and ears. Assessing total transcripts, we found that exposure of just the top leaf substantially alters transcriptomes in irradiated leaf and shielded organs with greater changes as additional leaves are irradiated. Because the magnitude of responses was similar for two or three leaves, we conclude that exposure of only 10% of leaf area in adult maize plants suffices to elicit most responses (61%) with further responses (39% of total) requiring WPI (Additional file 1).

Transcript types specific to irradiated leaves include several genes in the flavonoid pathway, and concomitantly some phenylpropanoid precursors, such as shikimic, quinic, and trans-caffeoylquinic acids are increased by UV-B only in irradiated leaves (Additional file 6). Changes in other phenylpropanoid precursors, including cinnamic and trans-caffeic acids, occur in both irradiated and shielded leaves as does the increase in an isoflavone reductase-like1 protein (Table S9 in Additional file 2). Consequently, synthesis of specific secondary metabolites appears to result from both shared and distinctive regulation in shielded and irradiated tissues.

A number of transcripts that encode genes that participate in cell wall metabolism are induced by UV-B (3-deoxy-D-arabino heptulosonate-7-phosphate synthase, hydroxycinnamoyl CoA quinate transferase, UDP-glucuronosyltransferase; Table S2 in Additional file 2); these also correlate with the changes in phenylpropanoid precursors. Although we did not analyze metabolites in immature ears in this study, it is interesting that a number of transcripts that encode enzymes in cell wall metabolism are also changed by UV-B in these organs (cinnamyl alcohol dehydrogenase, cinnamoyl CoA reductase, cellulose synthase, beta-fructofuranosidase, etc.; Table S5 in Additional file 2). Thus, changes in cell wall structure may be a general acclimation response to UV-B in maize.

Transcripts for a myoinositol-1-phosphate synthase show complex regulation during UV-B responses. After 1 and 2 h treatments, myo-inositol-1-phosphate synthase (GRMZM2G155242, Table S7 in Additional file 2) transcripts increase in both irradiated and shielded leaves, but then decrease at 4 h. Myoinositol is synthesized from glucose-6-P, which is converted to myoinositol-1-phosphate by myoinositol-1-phosphate synthase, and this compound is dephosphorylated to produce myoinositol. The step catalyzed by the synthase is rate-limiting for myoinositol biosynthesis in plants [23,24]. Myoinositol is a candidate UV-B signaling compound, because it is rapidly increased in irradiated and shielded leaves. Rapid synthesis after brief exposure is expected for a signal, while longer irradiation (4 h or longer) could provoke a down-regulation to modulate metabolite levels. Myoinositol has been proposed as important in stress protection [25], and may also regulate programmed cell death in Arabidopsis. Mutants in one myoinositol-1-phosphate synthase (*AtIPS1*) exhibit accelerated cell death [13]; the encoded protein has a nuclear localization sequence, suggesting that nuclear pools of myoinositol may be critical [13].

UVR8 is a UV-B-specific signaling component in Arabidopsis that mediates low fluence photomorphogenic responses, and it is required for UV-B induced expression of the gene encoding the HY5 transcription factor in co-operation with COP1 [8,9]. UVR8 and COP1 interact directly and rapidly in the nucleus *in planta *after UV-B exposure [26], and this very early step in UV-B signaling is proposed to initiate UV-B acclimation [14]. The action spectrum for the induction of HY5 transcripts by UVR8 has a maximum near 280 nm with significant action at longer UV-B wavelengths; UVR8 may act as a plant photoreceptor that can mediate UV-B-specific responses [27]. Although Arabidopsis UVR8 has not been reported to be UV-B-regulated, interrogating microarray data with Genevestigator^© ^shows that UVR8 is down-regulated by UV-B (data not shown), in agreement with our maize results. In contrast, after 1 h canopy exposure, shielded maize leaves show up-regulation of UVR8 (Table S7 in Additional file 2). We speculate that if UVR8 is a UV-B sensor in maize, it may be induced very quickly in irradiated leaves and then down-regulated within 1 h. Systemic signaling results in up-regulation in shielded organs after a delay, a step that may be an acclimation to increase subsequent sensitivity to UV-B

Shielded immature ears are highly responsive to canopy irradiation. Interestingly, although the classes of genes affected in shielded leaves and ears are similar, different genes are regulated. An exception is that 15 nucleic acid binding proteins, including TFs, are UV-B-regulated in a similar manner in these shielded organs (Table S6 in Additional file 2). We propose that UV-B signaling from irradiated to shielded organs elicits common regulation of some TFs to modulate similar processes via organ-specific gene family members. Other transcripts that are similarly regulated in shielded organs encode four proteins in signal transduction (Table S6 in Additional file 2), and these are candidates for processing the UV-B signaling from irradiated to shielded tissues. Moreover, both shielded leaves and immature ears show down-regulation of HSPs, a result validated by the proteomic analysis (Tables S4, S5 and S10 in Additional file 2).

In a two leaf CLI time course, there were significant transcriptome, proteome, and metabolome changes under all conditions studied in both shielded and irradiated organs. Some required only 1 h of exposure, defining likely responses in early UV-B signaling. One transcript up-regulated after 1 h is similar to Arabidopsis PFT1, a subunit of the Mediator complex. PFT1 was first described as a positive regulator of shade avoidance in *Arabidopsis thaliana*, and it was hypothesized that it could act downstream of phytochrome B to promote flowering in response to shade [28]; however, *PFT1 *is now considered to be a gene that negatively regulates the phytochrome signaling pathway [29]. In addition, PFT1 is a positive regulator of jasmonic acid signaling during fungal pathogen infection [30]. We hypothesize that PFT1 acts in early UV-B signaling in irradiated maize leaves, perhaps contributing to the dramatic and rapid reduction in transcript diversity.

Shielded leaf transcriptomes are also dramatically remodeled during UV-B responses, although to a lesser extent than in directly irradiated leaves. There are 106 responses in common, even with 1 h exposure, including a wound and phytochrome signaling involved receptor-like kinase. Transcripts are increased both in irradiated and shielded leaves after 1 h, emphasizing its potential as a general participant in UV-B signaling. In immature ears, there are fewer total transcripts changed by UV-B than in leaves. The shielded leaf blades are within 10 cm of the irradiated canopy, whereas the immature ears are ~30 cm distant. The delayed decrease in transcriptome diversity in ears most likely reflects the longer time required for signals to reach this organ. Although the focus was on early responses, after 6 h of UV-B exposure we identified a number of newly induced transcripts. For example, up-regulated transcripts correspond to enzymes in the phenylpropanoid pathway for the synthesis of flavonoids and cell wall, stress responses, TFs of the WRKY type, and PR proteins, indicating that there are continuing acclimation responses for the duration of UV-B treatments.

Our criteria for identifying candidate signaling metabolite(s) were that the compound must increase quickly in irradiated leaves relative to untreated plants and must also increase in shielded organs. After 1 h of UV-B in two irradiation protocols, 20 metabolites met these criteria (Figure 7 and Additional file 8). In the future, pharmacological and genetic knockout strategies can be used to test the relevance of these candidate molecules to UV-B systemic signaling.

Based on 2D gels, 65 and 70 protein spots were changed in leaves and immature ears, respectively. Consequently, even a small canopy exposure suffices to modulate some abundant cellular proteins; 27% of these proteins were changed when only one leaf was UV-B-irradiated. The proteomics assessment validates the microarray results in demonstrating that for those responses detected in CLI protocols, two leaves are sufficient to elicit most proteome changes. The leaf proteome after WPI shares only a subset of responses with shielded leaves in the CLI protocols after 4 h irradiation. One kinase-like protein is increased by UV-B in shielded leaves even with just one leaf exposure; this may be another candidate protein in UV-B signaling. Another key observation is that 92% of the proteins changed after 4 h in leaves and 73% in immature ears were also changed after 1 h of UV-B. Thus, most protein changes detected occur quickly. For novel spots, post-translational modification is likely; previously, we identified pyruvate phosphate dikinase to be phosphorylated after UV-B of WPI [4], and this protein was also identified in multiple spots in irradiated and shielded leaf samples. For decreased protein abundance, rapid proteolysis must be triggered by UV-B.

Most identified proteins changed by UV-B correspond to abundant proteins, such as photosynthetic proteins in leaves (Table S9 in Additional file 2), enzymes participating in general metabolism, and heat shock and 14-3-3-like proteins (Tables S9 and S10 in Additional file 2). In this group of highly abundant proteins, we found a good correlation between microarray and proteomic results. For example, in leaves, UV-B induces both transcript and protein levels of ferredoxin, pyruvate phosphate dikinase and fructose 1,6 biphosphate aldolase; while RuBisCO is decreased both at transcript and protein levels (Tables S1 and S9 in Additional file 2). A similar correlation exists for the down regulation of HSP70 at both transcript and protein levels in immature ears (Tables S5 and S10 in Additional file 2). For other genes, however, a correlation between protein and transcript level changes is only seen when different time points are compared, probably because new proteins require longer times to be produced. Examples of this temporally delayed correlation are oxygen-evolving enhancer protein, a chlorophyll a-b binding protein in leaves (Tables S1, S7, and S9 in Additional file 2), and an inorganic phosphatase (Tables S5 and S10 in Additional file 2). Finally, a few proteins showed opposite UV-B regulation compared to transcript changes; this is the case in leaves for 50S ribosomal protein L12 (down regulation at the transcript level, up regulation at the protein level) and glycosyl transferase family 8 (up regulation at the transcript level, down regulation at the protein level; Tables S1 and S9 in Additional file 2). With respect to metabolite changes, it is important to note that changes measured at the transcript and proteome level of photosynthetic proteins and enzymes in primary metabolism, are reflected in changes in the total pools of soluble metabolites. For example, pools of molecules that are intermediates or products of glycolysis, the Krebs cycle and fermentation pathways (lactic acid, succinic acid, glycerate, 2-ketoglucaric acid, etc.) are changed by UV-B as a consequence of metabolic pathway fluxes (Additional files 6, 7 and 8). In addition, soluble sugars, products of photosynthesis are also significantly changed after the UV-B treatments (glucose, fructose, galactose, etc.; Additional files 6, 7 and 8).

## Conclusions

Our focus was to document the scope and kinetics of systemic changes in shielded leaves and immature ears after irradiation of canopy leaves and to compare irradiated and shielded organs over a time course. Transcriptome and proteome profiling was used to track macromolecular alterations in exposed and shielded organs. In parallel, metabolome profiling was used to search for candidate signaling molecules. Figure 9 shows a summary of the results obtained and outlines major conclusions. We showed that direct exposure of just the top leaf substantially alters the transcriptome of both irradiated and shielded organs, with greater changes as additional leaves are irradiated. Some phenylpropanoid pathway genes are expressed only in irradiated leaves, reflected by the accumulation of some phenylpropanoid precursors only in these leaves. Transcriptome, proteome, and metabolome changes are also UV-B-regulated in shielded organs; shielded leaf transcriptomes are dramatically remodeled during UV-B responses. After 1 h of UV-B in two different protocols, 20 metabolites increased quickly in irradiated leaves relative to untreated plants and also increased in shielded organs. Thus, synthesis of specific secondary metabolites appears to result from both shared and distinctive regulation in shielded and irradiated tissues. Candidates for components of signal transduction and possible signal molecules were identified utilizing a time course experiment; for example, myoinositol or a derivative is a signaling candidate(s) in UV-B responses (Figure 9). Collectively, the results presented here highlight possible signaling pathways and molecules for future research. An important next step is understanding the regulatory networks that permit acclimation responses to UV-B.

**Figure 9:**
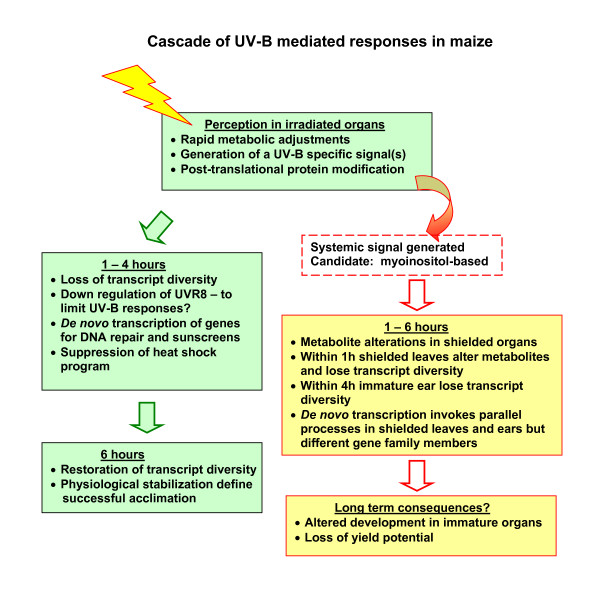
**Schematic summary of key events of maize responses to UV-B**.

## Methods

### Samples and Treatments

W23 maize was grown for 5 weeks in the greenhouse during July and August 2008 using the same protocol as described previously [6]. The afternoon prior to treatment, 12 plants were moved underneath UV lamps, and the topmost leaves (either 1, 2 or 3) were threaded through slits in PE plastic; after acclimating overnight, these leaves received 1, 2, 4, or 6 h UV-B exposure [6]. Exposure times were centered on 11 am, 5h after sunrise and supplemental greenhouse lighting (33% of summer noon solar fluence). Two different controls were utilized: an untreated (no irradiation treatment, NI) and whole plant irradiation (WPI); these plants were moved into the irradiation apparatus as described above to minimize detection of any gene expression response resulting from moving the plants into position in the grid the afternoon prior. The four hour, 2-leaf irradiated treatment was also included as a linking control between the two types of experiments. A biological replicate consisted of tissue samples pooled from 4 plants. Four biological replicates for each treatment (a total of 16 plants) were used in all assays, except for the WPI and 6 h treatment, where only two biological replicates were used in the microarray experiments (Figure 1a). The three sample types (irradiated leaf, shielded leaf, and immature ear) were immediately flash-frozen in liquid nitrogen after harvesting. Irradiated leaf CLI samples were collected from each irradiated leaf while WPI leaf samples were taken from the top 2 canopy leaves. Shielded leaf samples were taken from the 2 leaves immediately below the PE plastic. Because of space limitations in the UV-B irradiation apparatus (Figure 1b), only 12 plants could be processed at a time. Therefore one biological replicate for each sample and treatment type was always done on a subsequent day, but always during the same time period. Leaves were harvested by one person while two researchers dissected and harvested immature ears. Irradiated leaves were cut before cutting the plants and taking them to the work area, where ears and both leaf sample types were harvested and flash frozen. Total time to harvest all samples was approximately 10 min; leaves were harvested within about 5 min and ears took about 10 min. Leaves were separated from the midrib before being frozen. Immature ears (1-6 cm) were cut in half and distributed randomly among the different collection tubes for RNA or proteomics analysis.

### Microarray experiments

RNA extraction and microarray hybridization were done as described in Casati and Walbot [31]. Data acquisition, image processing, and spot flagging and removal were performed as described in Skibbe *et al *[32]. The median foreground values for each channel from the Agilent Feature Extraction software were first normalized using the lowess method of the limma package in R [33] (within each array) and then using limma's quantile method (between all arrays). Probes were classified as "on" if their expression value was more than 3.0 standard deviations above the average foreground intensity of the Agilent negative controls, providing a 0.13% FDR (~ 50 probes). For differential expression, we used the unadjusted p-value generated by limma for FDR. Differentially expressed probes were identified using either a 1.5 or 2 fold cutoff for expression ratios with a limma-assigned p-value < 0.05. Probes were included in the analysis if at least 75% of the replicate expression values (*i.e*. 6 of 8, 3 of 4, or 2 of 2) were classified as "on". Microarray data were deposited in GEO under ID GSE25038.

### Protein extraction and proteomic analysis

Protein extraction, labeling, 2D gel electrophoresis, gel image analysis, MS, and database search were done as described in Falcone-Ferreyra *et al*. [34].

### Metabolite profiling

Extraction, liquid partition, and derivation prior to GC-MS analysis were performed as described by Lisec *et al*. [35]. For analysis, four biological replicates per treatment with a second group of technical replicates were utilized (8 total data points used during analysis). GC-MS analysis was performed using an autosystem XL Gas Chromatograph and a Turbo Mass Spectrometer (Perkin Elmer) in the Facultad de Ciencias Bioquímicas y Farmacéuticas - UNR facilities. One μL split injection (split ratio 1:40) was injected at 280°C. The capillary column used was aVF-5ms column (Varian, Darmstadt, Germany) with the following dimensions: 30 m × 0.25 mm inner diameter and a 0.25 μm film with helium as carrier gas with constant flow at 1 mL/min. The temperature program was 5 min at 70ºC, 5 min ramp to 310ºC and final heating for 2 min at 310ºC. The transfer line to the MS was set to 280ºC. Spectra were monitored in the mass range *m*/*z *= 70-600. Tuning and all other settings were according to manufacturer's recommendations.

Chromatograms were acquired with TurboMass 4.1 software (Perkin Elmer). The NIST98mass spectral search program (http://www.nist.gov/srd/mslist.htm, National Institute of Standards and Technology, Gaithersburg, MD, USA) was the software platform. The MS and retention time index were compared with the collection of the Golm Metabolome Database [36,37]. MS matching was manually supervised and matches accepted with thresholds of match > 650 (with maximum match equal to 1000) and retention index deviation < 1.0%. Peak heights were normalized using the amount of the sample fresh weight and ribitol for internal standardization. Relative metabolite contents were determined and statistical analyses were performed using ANOVA tests in Sigma Stat 3.1.

## Abbreviations

UV-B: ultraviolet-B; WPI: whole plant irradiation; TF: transcription factor; CLI: Canopy leaf irradiation; NI: No irradiation; CA: cellulose acetate; PE: polyester; HSP: heat shock proteins; PFT1: phytochrome and flowering time 1 protein; GST: gluthatione-S-transferase; MS/MS: tandem mass spectrometry.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

PC and VW conceived the experiments, VW and DJM grew the plants and carried out the UV-B experiments, DJM did RNA, protein and metabolite extractions, DJM did the RNA labeling and microarray hybridizations, JF and PC analyzed the microarray experiments, MC did the proteomic experiments, PC did the metabolomic analysis. The paper was written by PC, VW, and DJM and edited by MC and JF. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Figure S1**. Classification of UV-B-regulated genes identified by microarrays based on their putative function in fully UV-B-irradiated plants (WPI). (a and b) transcripts that are up (a) and down (b) regulated in fully UV-B-irradiated plants; (c and d) transcripts that are up (c) and down (d) regulated only in fully UV-B-irradiated plants and not when plants are only irradiated in 1, 2 or 3 leaves per plant. Classification was done for the UV-B-regulated transcripts that are changed at least 2-fold (p < 0.05). Click here for file

Additional file 2 **Supplemental Tables**. Click here for file

Additional file 3 **Figure S2**. (a) Venn diagrams comparing transcriptome changes in shielded leaves that were irradiated in the absence of UV-B. Up-regulated genes are in red, down-regulated genes are in green. Click here for file

Additional file 4 **Figure S3**. Venn diagrams comparing transcriptome changes in leaves that were covered with a plastic sheath that absorbs UV-B. Only two adult leaves per plant were irradiated over a time course of 1, 2, 4, and 6 h. Up-regulated genes are in red, down-regulated genes are in green. (a) Intersection of genes differentially expressed in irradiated leaves; (b) Intersection of genes differentially expressed in shielded leaves; (c) Intersection of genes differentially expressed in immature ears. Each sample was compared to plants under control conditions in the absence of UV-B (NI). Transcripts showing changes higher than 2-fold (p < 0.05) were included in the classification. Click here for file

Additional file 5 **Figure S4**. GO classification of transcripts into categories: those that were turned on (OnOff), or off (OffOn), or that were up- or down-regulated over the 6 h time course experiment were used. Transcripts that belonged to fifteen major cellular processes were used for the classification. Click here for file

Additional file 6 **Figure S5**. Metabolic profiling of irradiated and shielded leaves from fully UV-B-irradiated leaves for 4 h (WPI), and control untreated leaves (NI) are included. All metabolites that are changed by UV-B are in red, while down-regulated transcripts by 2-fold are in green. Click here for file

Additional file 7 **Figure S6**. Metabolic profiling of irradiated and 6 h in 2 leaves with control untreated plants during 1 and 6 h. As a control, samples from fully irradiated leaves for 4 h (UV-B), and control untreated leaves (NI) are included. CA/PE: comparison of metabolite levels in leaves covered with a plastic that allows UV-B transmittance (CA) vs. levels in leaves covered with a plastic sheath that absorbs UV-B (PE, see Material and methods); PE UV-B/C: comparison of metabolites from PE-covered leaves in plants exposed to UV-B to those from PE-covered leaves in non-irradiated plants; UV-B/CA: metabolite level comparison in leaves that are directly UV-B-irradiated vs. levels in leaves covered with a plastic that allows UV-B transmittance (CA). Statistical analysis was done using one way ANOVA; statistically significant differences are labeled with * (α = 0.05). Click here for file

Additional file 8 **Figure S7**. Metabolic profiling of irradiated and shielded leaves with varying canopy exposure to UV-B radiation. As a control, samples from fully UV-B-irradiated leaves for 4 h (UV-B), and control untreated leaves (C) are included. Statistical analysis was done using one way ANOVA; statistically significant differences are labeled with letters a and b (α = 0.05). Click here for file

# Supplementary material for: Transcriptomic, proteomic and metabolomic analysis of UV-B signaling in maize
**Source:** BMC Genomics. 2011 Jun 16;12:321. doi: 10.1186/1471-2164-12-321

Transcripts that are up regulated by UV-B in fully exposed plants (2-fold, total 203)

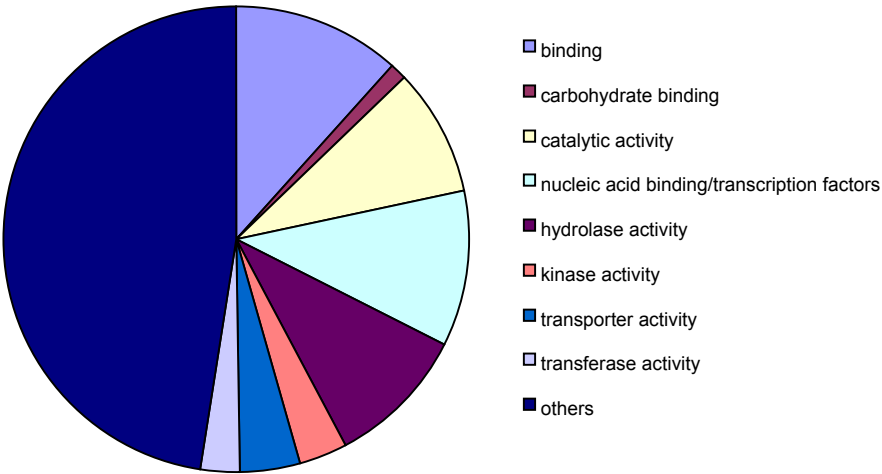

Transcripts that are down regulated by UV-B in fully exposed plants (2-fold, total 213)

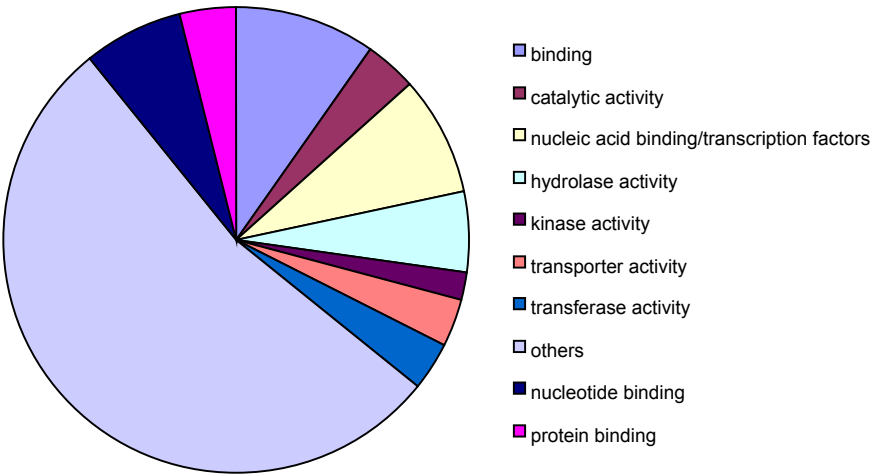

Transcripts that are only up regulated by UV-B in fully exposed plants (2-fold, total 82)

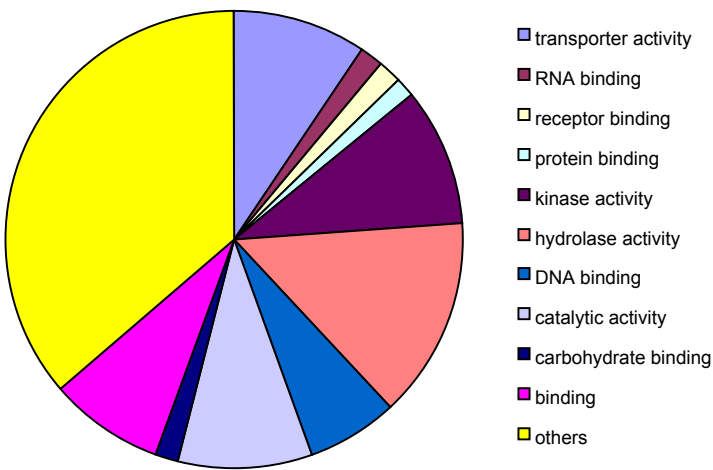

Transcripts that are only down regulated by UV-B in fully exposed plants (2-fold, total 81)

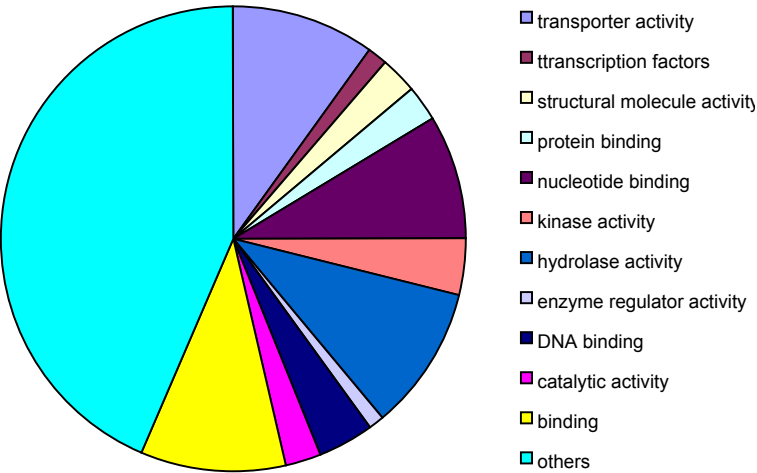

**Supplement:** Additional file 1 — Figure S1. Classification of UV-B-regulated genes identified by microarrays based on their putative function in fully UV-B-irradiated plants (WPI). (a and b) transcripts that are up (a) and down (b) regulated in fully UV-B-irradiated plants; (c and d) transcripts that are up (c) and down (d) regulated only in fully UV-B-irradiated plants and not when plants are only irradiated in 1, 2 or 3 leaves per plant. Classification was done for the UV-B-regulated transcripts that are changed at least 2-fold (p < 0.05).

# Supplementary material for: Transcriptomic, proteomic and metabolomic analysis of UV-B signaling in maize
**Source:** BMC Genomics. 2011 Jun 16;12:321. doi: 10.1186/1471-2164-12-321

(a) 1h irradiated leaves/NI   2h irradiated leaves/NI   2h irradiated leaves/NI   4h irradiated leaves/NI   4h irradiated leaves/NI   6h irradiated leaves/NI

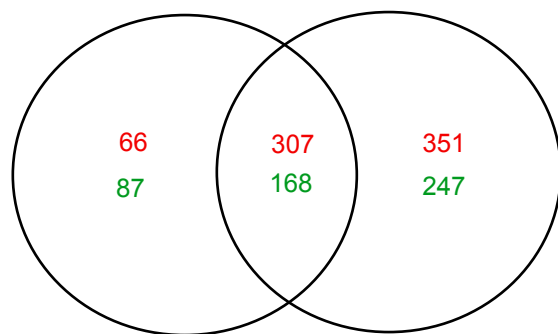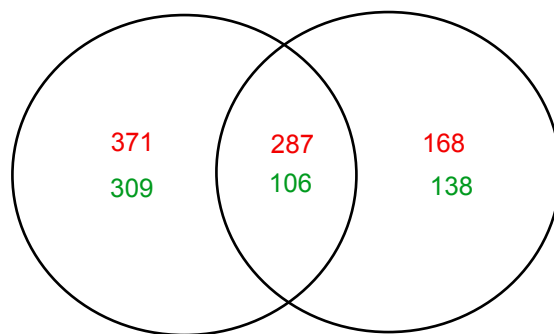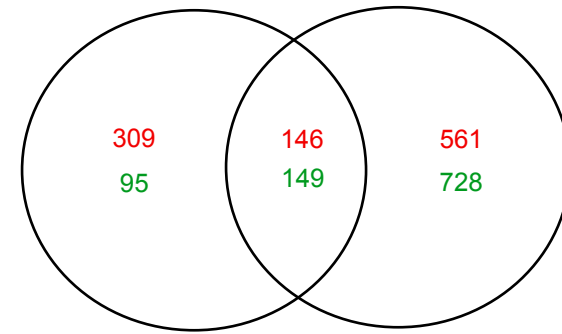

(b) 1h shielded leaves/NI   2h shielded leaves/NI   2h shielded leaves/NI   4h shielded leaves/NI   4h shielded leaves/NI   6h shielded leaves/NI

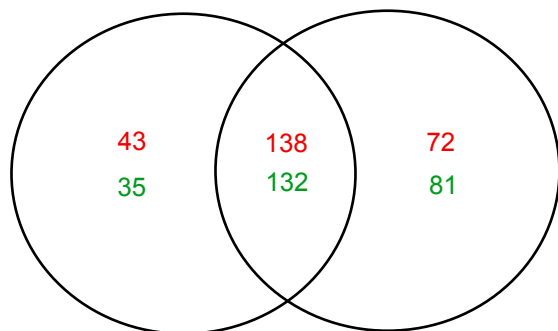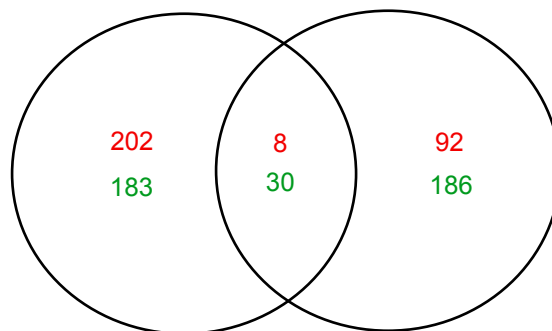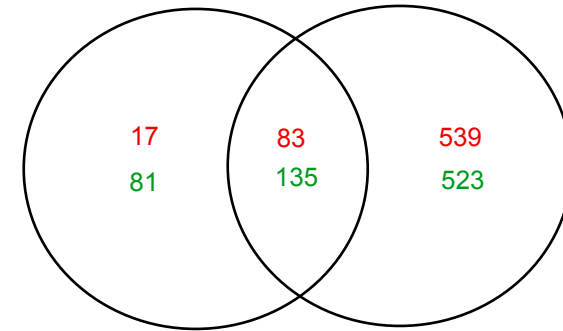

(c) 1h immature ears/NI   2h immature ears/NI   2h immature ears/NI   4h immature ears/NI   4h immature ears/NI   6h immature ears/NI

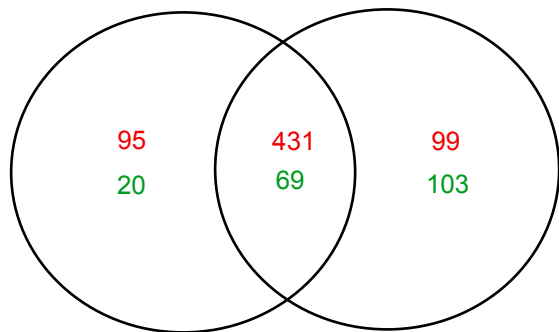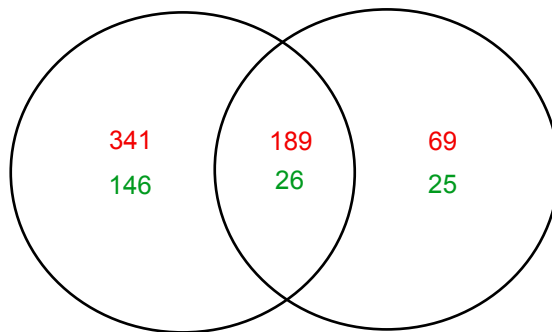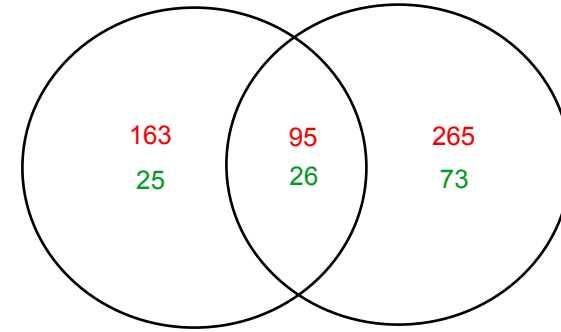

**Supplement:** Additional file 4 — Figure S3. Venn diagrams comparing transcriptome changes in leaves that were covered with a plastic sheath that absorbs UV-B. Only two adult leaves per plant were irradiated over a time course of 1, 2, 4, and 6 h. Up-regulated genes are in red, down-regulated genes are in green. (a) Intersection of genes differentially expressed in irradiated leaves; (b) Intersection of genes differentially expressed in shielded leaves; (c) Intersection of genes differentially expressed in immature ears. Each sample was compared to plants under control conditions in the absence of UV-B (NI). Transcripts showing changes higher than 2-fold (p < 0.05) were included in the classification.

# Supplementary material for: Transcriptomic, proteomic and metabolomic analysis of UV-B signaling in maize
**Source:** BMC Genomics. 2011 Jun 16;12:321. doi: 10.1186/1471-2164-12-321
**Supplement:** Additional file 5 — Figure S4. GO classification of transcripts into categories: those that were turned on (OnOff), or off (OffOn), or that were up- or down-regulated over the 6 h time course experiment were used. Transcripts that belonged to fifteen major cellular processes were used for the classification.

Figure S4. Probes from each time point in the time course experiment that were classified into 14 GO biological processes are shown if they fall into one of 4 expression types: turned on (OnOff) or turned off (Off On) or up- or down-regulated versus the NI control.

How the deposited data were processed for this re-analysis (not part of the article)

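The data are 2-colour hybridisations of maize leaf and immature ear RNA to a custom Agilent array, with 68 arrays on 17 slides, read in 4 scan sessions. Each array holds 2 extracts, 1 labelled with Cy3 and 1 with Cy5, so that 136 channels were measured from 94 extracts, and an extract pools 4 plants. The extracts fall into 16 leaf groups and 9 ear groups, of which 22 are those of the paper and the others are the field exposure (FV). Conditions, dyes and replicate numbers were read from the sample labels and set against Figure 1a and the methods of the paper. For 6 samples the exposure time in the labels differs from the paper's, and the paper's was used. Odd replicate numbers carry Cy5 and even ones Cy3, so that groups of 4 are balanced over dyes.

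The authors deposited, for each array, the output of the Feature Extraction software, which gives the median foreground and background intensity of each spot in both channels, not normalized, beside a processed signal that the software had corrected for background and dye. The 2 samples of an array carry the same spots, so 68 distinct sets were read and each sample was given its own channel. The authors also deposited a table of intensity values, 1 column per channel, which they had made from the median foreground by loess within arrays and quantiles between arrays. Its values run from 25.9 to 217340, with column medians from 64.8 to 64.9, and they are intensities on the linear scale. The normalization was computed again here from the median foreground, and checked against this table, where all 136 columns correlated best with their own channel. The table correlates with the raw log2 foreground at a median of 0.997. Values that the software marked as outliers, 1217 or 0.021%, were left out. The log2 was taken here.

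Of 43451 spots, 153 negative controls set the background and 1264 other controls were left out of the tests. An array has no read depth, and the signal over the negative controls and the number of extracts set the precision. A probe was on in a channel above the mean of the negative controls plus 3 SD, on the linear scale after normalization, and it was tested in a comparison if 75% of the channels of either group were on. The transcripts expressed in a group were counted by the same rule over channels, and also per extract, where groups were compared by exact permutation tests, whose smallest two-sided p is 0.029 for 4 against 4 extracts and 0.067 for 2 against 4.

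Log2 values of repeat hybridisations of an extract were averaged, and the numbers 1-2 and 2-2 of the FV ears were taken as repeats of 1 and 2. Leaves and ears were fitted separately with limma 3.58.1 in R 4.3.3 (statmod 1.5.0, data.table 1.17.8), with all groups of the tissue in 1 fit, the dye as a covariate and the correlation between the 2 channels of an array estimated by duplicateCorrelation where both extracts were used once. Moderated t tests used 2.9 prior degrees of freedom for leaves and 2.3 for ears, and no test against a fold threshold was used. Each treated group was compared with the NI group of its tissue, irradiated with shielded leaves of the same plants, 3 with 1 exposed leaves, 6 h with 4 h, and FV samples with 2L samples after 4 h. Counts use the paper's unadjusted p under 0.05 with 2-fold or 1.5-fold, and Benjamini-Hochberg adjusted p values over all tested probes are given beside them. Shared calls were set beside 100 simulated draws of unchanged groups against the same NI extracts, beside the overlap of independent lists, and beside a count with the NI extracts divided between the comparisons. The draws used normal noise, without the correlation within arrays or an outlying extract, so they may understate shared noise. The division gave 2 pairs of NI extracts used in turn, so sets of more than 2 comparisons still share a pair. Permutation tests of a correlation used 1e+05 resamples. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

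The probe annotation in the files gives no gene description, so gene names come from Tables S1 to S7 of the paper, which name 1894 probes, 1344 of them with an informative description and many by the closest protein of another species. Of these, 1582 carry a maize gene model, 1165 of which were found once in the reference gene table, where 16 have a symbol. Table S7 was held in part and Tables S8 to S10 were not analysed here. The 32 gene groups were set by words in these names: flavonoid synthesis, phenylpropanoid and lignin, DNA repair, heat shock proteins and chaperones, heat shock factors, photosynthesis, ribosomal proteins, translation factors, reactive oxygen detoxification, glutathione S-transferases, chromatin, starch synthesis, WRKY factors, MYB factors, AP2/ERF factors, NAC factors, bZIP factors, pathogenesis-related proteins and chitinases, cysteine proteases, proteasome and ubiquitin, nitrate transport and assimilation, receptor-like kinases, cell wall loosening and hydrolysis, cell cycle, jasmonate and wound response, UV-B photomorphogenesis, myo-inositol and raffinose, aquaporins, circadian clock, floral and MADS-box genes as an ear marker, RNA processing and binding, and indole and tryptophan with benzoxazinoids. Some members entered by their names alone: 4 copper chaperones, the kinase Nek2, an HspB7-like protein and a protamine among the 49 heat shock members, a lipid phosphate phosphatase among AP2/ERF factors, and a polygalacturonase inhibitor in both the cell wall and the floral group. Groups of 5 or more members were tested with camera of limma against the other named probes, with a preset inter-gene correlation of 0.01 and, as an alternative, the correlation estimated from the residuals, adjusted over all groups and comparisons. Members and background were both listed by the paper from these samples, so the p values of groups are descriptive. Named genes are every gene the paper names, whose changes its tables had already shown, and, among probes with an adjusted p under 0.05, 2-fold, every treated extract beyond every NI extract, a signal well above background in 3 of 4 extracts and an informative description, the 10 largest rises and falls in WPI leaves, 2L-IR leaves, 2L-SH leaves and 2L ears after 4 h and the 5 largest in the other comparisons, with members of the groups as examples. The rule gives 136 genes and the paper 55, 163 in all, not all of which are reported here.

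The comparisons, tests, alternatives and the rule for named genes were set before the data were examined. The alternatives were normexp background correction with an offset of 50, quantiles on the array averages only, no normalization between arrays, leaves and ears normalized separately, no filter on background, no correlation within arrays, channels as replicates, the slide as a random term, the replicate number as a factor, the software's processed signals, the deposited intensity table, the 2 groups alone in the fit, the FV ears as 4 replicates, each replicate left out in turn, adjusted p values, the lower fold threshold, and for the transcripts expressed thresholds of 2 and 5 SD, on the log2 scale, on the raw foreground or by the software's own mark, and 1 channel per extract. Ratios within arrays alone, the scan session as a term and the channels of the NI scan session alone were added after the slides and sessions of the groups had been seen, and the explanations tested for the number of transcripts expressed after its values had. The closing section gives their effect. For 31 comparisons of 4 with 4 extracts, all 35 divisions of the extracts were also fitted. An extract was said to lie apart when its gap to the nearest of the other 3 exceeded 0.829 of the range.

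The fits, the tests of gene groups, the divisions and the counts of expressed probes were tested on simulated data, the fits with 200 genes changed by known amounts. In simulated WPI leaves, 2L-SH leaves, 2L ears and WPI ears, 98%, 97%, 99% and 99% of changes of 1.5 on the log2 scale were called and 100% of changes of 3 in each, beside 31, 75, 19 and 28 unchanged genes of 32495, 31761, 33624 and 33916, of which 0, 1, 3 and 4 passed at an adjusted p under 0.05. Over simulated WPI leaves, 3% of 200 groups of unchanged genes had a camera p under 0.05 and 96% of 50 groups with 3 of 10 members raised were called, the real division called 232 genes against 136 for the highest other, and 803 to 823 probes were counted as expressed where 800 were set above background. No reference genome was used. The proteome and metabolite data of the paper were not analysed here.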

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

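The tests of explanations for the number of transcripts above background, and the fits with the scan session as a term, were chosen only after the results were seen.

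Among 22 groups of 4 extracts, 2 held an extract whose profile lay apart from the other 3, where chance alone gives about 1 in 20 groups. WPI leaf replicate 4 had a mean correlation of 0.982 with the other 3, and replicate 3 of the ears after 2 h one of 0.979. Without them the counts were 165 in place of 239 in WPI leaves (145 without NI replicate 1) and 667 in place of 492 in ears (282 without treated replicate 1 and 296 without treated replicate 4). Over the named genes, 230 of 3581 pairs of a gene and a group, or 6.4%, held an extract apart from the other 3, where chance gives 5%.

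Irradiated and shielded leaves of the same plants differed in a direct test, in which leaf position moves with exposure and was not separated from it. Between them, 363, 422 and 618 transcripts differed at least 2-fold at an unadjusted p under 0.05 in 1L, 2L and 3L plants after 4 h, and 188, 213 and 213 in 2L plants after 1, 2 and 6 h. Without treated replicate 1 the 6 h count was 332. The extracts were also divided in all 35 ways into 2 groups of 4, with the 2 groups alone in the fit. The real division gave the highest count, 1 of 35 and the smallest share the test can give, at 1L (395 against 173 for the highest other), 2L (440 against 177), 3L (665 against 376) and 2 h (235 against 70). At 1 h another division gave more (199 against 665, with 2 of 35 as large), and it separates the 4 extracts of 2 arrays on 1 slide from the others. These 4 are irradiated and shielded leaves mixed. The fit left out the correlation within arrays, so an effect of the arrays was not separated there. At 6 h chance cannot be excluded (254 against 340, with 3 of 35 as large). With the scan session as a term and no array correlation 273 transcripts differed, beside 264 without the array correlation alone. With the replicate number as a term 219 did. These divisions take the extracts as unpaired, while extracts of 1 replicate number may share plants and a day, and exchanging extracts within numbers alone leaves 8 divisions, too few for a share under 0.05.

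Plants that differed in exposed leaf area or in duration were also tested against each other. Leaf position moves with the number of exposed leaves and the hour with the duration, so these counts do not give the cause. Plants with 3 and with 1 exposed leaf differed in 387 transcripts in irradiated leaves, 283 in shielded leaves and 89 in ears. After 6 h against 4 h, 759 transcripts differed in irradiated leaves, 467 in shielded leaves and 378 in ears. The real division gave the highest count for the leaves, by area (461 against 269 irradiated and 310 against 140 shielded, real against highest other) and by duration (771 against 235 and 450 against 147), but not for the ears by area (104 against 125, with 2 of 35 divisions as large). The ears by duration have 2 extracts at 6 h and too few divisions to decide. No slide holds 3L-IR beside 1L-IR leaves, or 3L beside 1L ears, so there the division by area is also one by slide. Single extracts carry part of these counts. By area, the count for irradiated leaves was 624 without treated replicate 1, that for shielded leaves 433 without replicate 2, and that for ears 55 without replicate 3 and 159 without replicate 4. For ears after 6 h it was 974 without replicate 1 and 794 without replicate 2.

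The series also holds samples of a field exposure (FV), which the paper does not report on. Against plants with 2 leaves exposed for 4 h, 1656 transcripts differed in irradiated leaves, 2276 in shielded leaves and 677 in ears at the same thresholds. The real division gave the highest count for irradiated leaves (1690 against 700 for the highest other) and shielded leaves (1277 against 545), the smallest share that 35 divisions can give. The ears come from 2 extracts, for which no such count was made. Irradiated leaves gave 2493 without treated replicate 1 and 2946 without replicate 2, shielded leaves 1243 without replicate 3 and 1353 without replicate 4, and ears 1055 without replicate 1 and 367 without replicate 2.

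The same count was made for each comparison with NI that has 4 extracts in both groups. In each of these 18 the real division gave more changed transcripts than the other divisions, 1 of 35, the smallest share the test can give. Comparisons of a tissue reuse the same 4 NI extracts, so they are not independent, and the shares were not corrected for the number of comparisons. For leaves after 4 h the real count and the highest other were 199 against 86 (WPI leaves), 409 against 73 (1L-IR), 506 against 175 (2L-IR), 992 against 375 (3L-IR), 288 against 103 (1L-SH), 492 against 144 (2L-SH) and 789 against 175 (3L-SH). Over the time course of leaves they were 872 against 156 (2L-IR 1 h), 928 against 200 (2L-IR 2 h), 1300 against 240 (2L-IR 6 h), 697 against 135 (2L-SH 1 h), 701 against 159 (2L-SH 2 h) and 1488 against 297 (2L-SH 6 h). For ears they were 147 against 46 (1L-IE), 460 against 185 (2L-IE), 467 against 128 (3L-IE), 501 against 312 (2L-IE 1 h) and 291 against 96 (2L-IE 2 h). WPI ears and ears after 6 h have 2 extracts, whose divisions are too few for a share under 0.05, and were not counted. No slide holds NI extracts beside those of 1L-IR, 3L-IR, 1L-SH or 3L-SH leaves, of leaves after 1, 2 and 6 h or of 3L ears. For these groups the division by exposure is also a division by slide, and the count cannot tell the 2 apart. For leaves after 1, 2 and 6 h the division by exposure is also a division by scan session, which extracts hybridised in 2 sessions allow to be fitted as a term. With that term, in a fit to single channels with the extract as a random term, 779, 823 and 1200 transcripts changed in irradiated and 659, 582 and 1416 in shielded leaves, against 780, 943, 1423, 666, 706 and 1632 as reported.

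Fewer transcripts were above background in 2L, 3L and time course leaves than in NI leaves. As all channels were given the same distribution, this number rests on where the negative controls of a channel lie within it. It is not a direct count of genes expressed. The scan session is argued against for the 3L leaves, since within the session that holds both, 3L-IR and 3L-SH leaves differed from NI leaves by -2417 and -1878 (exact permutation test, the larger p = 0.029, but 0.057 and 0.086 with the threshold on the raw foreground). The scan session stays open for the 2L leaves after 4 h, at -306 in 2L-IR and -1166 in 2L-SH leaves within that session. With all channels these differences were -941 and -1690. The array stays open too, because the 2 channels of an array, which hold different extracts, deviated together (r = 0.74 with group means removed). For the 2L leaves after 4 h, the larger number of channels may add to the loss counted over channels, which was -2197 against -491 with 1 channel per extract in 2L-IR and -3090 against -1557 in 2L-SH leaves, where the ratio is about 2. UV-B exposure of the plant stays open and cannot be told apart from the array, since with the array as a term 3L-IR leaves lay -1.7 standard errors from NI leaves and the other 9 groups of 2L, 3L and time course leaves differed by -1427 (standard error 747) to 118 (standard error 619), each under 2 standard errors.

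More transcripts had changed after 6 h than after 4 h in irradiated and in shielded leaves. With the scan session as a term, 1200 and 1416 transcripts changed against NI at 6 h in irradiated and shielded leaves. At 4 h 467 and 460 did, which argues against the session as the whole cause. Within 1 session the fold changes between 6 h and 4 h had median ratios of 0.96 (irradiated) and 0.88 (shielded) to those of all sessions. That ratio decides little, since the transcripts were called with the same channels included. The time of day stays open, since 3 of 9 clock genes differed the same way in both leaf types, and harvest moved with the duration around a fixed hour. A change common to both leaf types, as UV-B exposure of the plant or time alone could give, stays open too, with a correlation of 0.72 across the 996 transcripts called in either, which are not independent replicates. The design holds no NI leaves of the later hour, so the 2 were not separated.

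Heat shock protein transcripts had lower means than NI in irradiated leaves, shielded leaves and ears after 4 h, although with an estimated correlation the group passed in ears alone (adjusted p from 0.00087 to 0.038, and from 0.53 to 0.63 in leaves). A single NI extract is argued against as the whole cause, although part of the lower level rests on NI replicate 1: of 49 members 21 were lower by 2-fold at an unadjusted p under 0.05 in WPI leaves with all extracts and 11 without that extract. After 4 h, UV-B acting in the irradiated leaf alone is argued against by the median difference between irradiated and shielded leaves, which was at most -0.16 from 0 in 1L, 2L and 3L plants. This does not cover 1 h, when the group averaged 9.9 ± 0.24 (SD, n = 4) in irradiated and 10.39 ± 0.14 (SD, n = 4) in shielded 2L leaves. Leaf position moves with exposure in both. A higher level in the NI plants, which every comparison shares and of which the paper says both that they were and were not moved under the lamps, stays open, with at most 2 members that differed between irradiated and shielded leaves, although in ears it would need an early rise beside it, since the group averaged 8.82 and 8.70 on the log2 scale after 1 and 2 h, 8.28 after 4 h and 8.72 in NI ears. A signal from exposed to shielded leaves, as the paper proposes, would give the same values and stays open.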

How the results depend on the processing

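The fits to the ratios within arrays alone, with the scan session as a term and within the scan session of the NI samples, and the gene groups tested with the replicate number or the scan session as a term, were tests chosen only after the results were seen. Counts of transcripts changed against NI lay within 1.5 times of the reported count in 399 of 490 refits, and counts of transcripts that differed between 2 treated groups in 239 of 309. Normalizing the array averages only, normalizing leaves and ears separately, testing all probes, the authors' deposited value table and the replicate number as a term moved none of these counts by more than 1.5 times, and nor did the FV ears as 4 replicates for their 1 comparison. Of 9086 refits of calls for named genes, 1385 no longer passed at an adjusted p under 0.05, 1 changed sign and the others held. With 2 groups alone in the fit 173 of 738 such calls were lost, and without NI replicate 1 182 of 611. Signal over background limits the lists of transcripts expressed, although how many lie near the threshold set by the negative controls was not counted. The number of extracts limits the calls. For each value below that moved, the cause was not tested, except that the lower fold threshold and the adjusted p call more and fewer transcripts by construction, and that fewer extracts or channels enter some fits. The call that changed sign is that of WRKY53, TC310736, in ears at 6 h, which ran from -0.01 without treated replicate 1 to 5.44 without treated replicate 2.

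With normexp background correction the counts that moved were 2L-IR 321, 3L-IR 621, 1L-SH 165, 3L-SH 523, 2L-IR 6 h 929, 2L-SH 1 h 434 and WPI ears 43. Between treated groups they were 1L-IR against 1L-SH 230, 2L-IR against 2L-SH 280, 3L-IR against 3L-SH 371, 2L-IR 1 h against 2L-SH 1 h 119, 2L-IR 6 h against 2L-SH 6 h 134, 3L-IR against 1L-IR 241, 3L-SH against 1L-SH 175, 2L-IR 6 h against 2L-IR 413 and 2L-SH 6 h against 2L-SH 304. Without normalization between arrays they were 1L-IR 569 and 2L-SH 1 h 1104, and between treated groups 3L-SH against 1L-SH 451. The scanner software's processed signals gave more calls than the median foreground in all 35 comparisons, with WPI leaves 770, 1L-IR 1254, 2L-IR 2094, 3L-IR 3412, 1L-SH 920, 2L-SH 1667, 3L-SH 2663, 2L-IR 1 h 3675, 2L-IR 2 h 3445 and 2L-IR 6 h 4164. The time course and the ears gave 2L-SH 1 h 3097, 2L-SH 2 h 2529, 2L-SH 6 h 5069, WPI ears 357, 1L-IE 589, 2L-IE 1259, 3L-IE 1539, 2L-IE 1 h 1404, 2L-IE 2 h 1058 and 2L-IE 6 h 1803. Between treated groups this gave 1L-IR against 1L-SH 1023, 2L-IR against 2L-SH 1180, 3L-IR against 3L-SH 2174, 2L-IR 1 h against 2L-SH 1 h 1118, 2L-IR 2 h against 2L-SH 2 h 774, 2L-IR 6 h against 2L-SH 6 h 1255, 3L-IR against 1L-IR 2160 and 3L-SH against 1L-SH 1618. The remaining differences were 3L-IE against 1L-IE 376, 2L-IR 6 h against 2L-IR 2274, 2L-SH 6 h against 2L-SH 1339, 2L-IE 6 h against 2L-IE 769, FV-IR against 2L-IR 4147, FV-SH against 2L-SH 4457 and FV-IE against 2L-IE 1390.

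With extracts taken as independent, the counts that moved were WPI ears 122, 1L-IE 146 and 2L-IE 2 h 285. With each channel as a replicate they were WPI ears 32, 3L-IE 371 and 2L-IE 6 h 542, and between treated groups 3L-IE against 1L-IE 19. With the slide as a random term they were WPI ears 113, 1L-IE 150 and 2L-IE 2 h 268, and between treated groups 3L-IE against 1L-IE 51. With the 2 groups alone they were WPI ears 113 and 2L-IE 2 h 288, and between treated groups 2L-IE 6 h against 2L-IE 227 and FV-SH against 2L-SH 1154. From ratios within arrays alone they were 1L-SH 151, 2L-SH 325, 3L-SH 474, 2L-IR 1 h 357, 2L-SH 1 h 337, 3L-IE 263 and 2L-IE 6 h 449, and between treated groups 3L-IR against 1L-IR 243, 3L-SH against 1L-SH 132 and 3L-IE against 1L-IE 15. With the scan session as a term they were WPI ears 120, 1L-IE 147 and 2L-IE 2 h 289. These ears lie in the 1 session of the NI ears. The fit also left out the array correlation, without which alone the counts were 122, 146 and 285. Within the scan session of the NI samples, in a fit that also left out the array correlation, they were WPI ears 119, 1L-IE 146 and 2L-IE 2 h 284, and between treated groups FV-IR against 2L-IR 4408. For these 3 groups of ears no channel lies outside that session. No such value exists for leaves after 1, 2 and 6 h, whose sessions hold no NI leaf. The methods place 1 replicate of each treatment on a later day, and at 6 h the heat shock group stood highest in replicate 4 of both leaf types. Over all tested transcripts, in none of the 32 comparisons did every pair of same-numbered extracts correlate above 0.1 in its deviations from the group means, and at best 3 of 4 extracts correlated best with their own number. The mean correlation of same-numbered extracts ran from -0.24 (2L-IR against 2L-SH after 1 h) to 0.25 (WPI ears against NI ears). In each leaf comparison with NI it lay above that of the other pairs, as at 0.16 against -0.055 in WPI leaves. In the remaining comparisons it went both ways. A weak structure by replicate number is thus not excluded. It is not shown either, since deviations cancel out within a group, which alone lowers the other pairs when same-numbered ones correlate. Same-numbered extracts also carry the same dye, whose effect was not removed from these deviations. The fit with the replicate block gave 250 for WPI leaves and 63 for WPI ears, and moved no count by more than 1.5 times.

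At an adjusted p under 0.05 with 2-fold the counts that moved were 1L-IR 235, 1L-SH 123, WPI ears 24 and 2L-IE 6 h 554. Between treated groups these were 2L-IR against 2L-SH 229, 2L-IR 1 h against 2L-SH 1 h 124, 2L-IR 2 h against 2L-SH 2 h 113, 3L-IR against 1L-IR 196, 3L-SH against 1L-SH 156, 3L-IE against 1L-IE 3 (TC294063 higher and TC305069 and TC307118 lower in 3L ears, which carry no name in the paper's tables and were picked out after their values were seen), 2L-SH 6 h against 2L-SH 291, 2L-IE 6 h against 2L-IE 71 and FV-IE against 2L-IE 425. Transcripts shared at this threshold were 44 (WPI, 1L-IR and 2L-IR), 152 (1L-IR, 2L-IR and 3L-IR), 37 (WPI, 1L-IR, 2L-IR and 3L-IR), 79 (1L-SH, 2L-SH and 3L-SH) and 51 (WPI, 1L-SH and 2L-SH). For other sets they were 83 (2L-IR and 2L-SH, 4 h), 15 (2L-SH and 2L-IE, 4 h), 151 (IE 4 h and 6 h), 40 (SH 1, 2, 4 and 6 h) and 90 (IE 1, 2, 4 and 6 h). At 1.5-fold the counts were WPI leaves 949, 1L-IR 1289, 2L-IR 2237, 3L-IR 3370, 1L-SH 1157, 2L-SH 2182, 3L-SH 3374, 2L-IR 1 h 2873, 2L-IR 2 h 3214 and 2L-IR 6 h 4363. In the time course and the ears they were 2L-SH 1 h 2672, 2L-SH 2 h 2502, 2L-SH 6 h 5007, WPI ears 631, 1L-IE 877, 2L-IE 1836, 3L-IE 2172, 2L-IE 1 h 1975, 2L-IE 2 h 1643 and 2L-IE 6 h 2877. Between treated groups they were 1L-IR against 1L-SH 1042, 2L-IR against 2L-SH 1398, 3L-IR against 3L-SH 1951, 2L-IR 1 h against 2L-SH 1 h 529, 2L-IR 2 h against 2L-SH 2 h 703, 2L-IR 6 h against 2L-SH 6 h 1236, 3L-IR against 1L-IR 1692 and 3L-SH against 1L-SH 1607. The other differences were 3L-IE against 1L-IE 596, 2L-IR 6 h against 2L-IR 3069, 2L-SH 6 h against 2L-SH 1702, 2L-IE 6 h against 2L-IE 1333, FV-IR against 2L-IR 4467, FV-SH against 2L-SH 5245 and FV-IE against 2L-IE 2285. Transcripts shared at 1.5-fold were 296 (WPI, 1L-IR and 2L-IR), 630 (1L-IR, 2L-IR and 3L-IR), 228 (WPI, 1L-IR, 2L-IR and 3L-IR), 668 (1L-SH, 2L-SH and 3L-SH), 371 (WPI, 1L-SH and 2L-SH) and 793 (2L-IR and 2L-SH, 4 h). Also shared were 687 (1L-IE, 2L-IE and 3L-IE), 143 (2L-SH and 2L-IE, 4 h), 1835 (IR 1 h and 2 h), 1749 (SH 1 h and 2 h), 1334 (IE 1 h and 2 h) and 1163 (IR 4 h and 6 h). The remaining sets shared 1616 (SH 4 h and 6 h), 916 (IE 4 h and 6 h), 1769 (IR 1 h and SH 1 h), 458 (IR 1, 2, 4 and 6 h), 339 (SH 1, 2, 4 and 6 h) and 611 (IE 1, 2, 4 and 6 h). With the NI extracts divided between the comparisons the shared counts that moved were 54 in place of 88 (WPI, 1L-IR and 2L-IR), 43 in place of 76 (WPI, 1L-IR, 2L-IR and 3L-IR) and 64 in place of 104 (WPI, 1L-SH and 2L-SH). In each of these sets some comparisons still share NI extracts.

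Without normalization between arrays, the share of called transcripts that were up-regulated moved by more than 10 percentage points, to 91% from 68.1% (1L-IR), 65.2% from 41.6% (1L-SH), 21% from 42.3% (2L-SH), 33% from 44.5% (3L-SH), 16.7% from 52.6% (2L-IR 1 h), 33% from 58.1% (2L-IR 2 h) and 28.2% from 53.9% (2L-IR 6 h). Other shares moved to 11.8% from 47.3% (2L-SH 1 h), 22.2% from 53% (2L-SH 2 h), 25.3% from 50.2% (2L-SH 6 h), 85.1% from 74% (2L-IE 6 h), 82.2% from 68.2% (2L-IR against 2L-SH), 21% from 63% (3L-IR against 1L-IR) and 13.7% from 49.1% (3L-SH against 1L-SH). Other shares moved to 56.6% from 70.8% (3L-IE against 1L-IE), 20.2% from 51% (2L-IR 6 h against 2L-IR), 50% from 68.5% (2L-SH 6 h against 2L-SH), 93.6% from 79.4% (2L-IE 6 h against 2L-IE), 71.7% from 57% (FV-IR against 2L-IR), 62.2% from 50.9% (FV-SH against 2L-SH) and 58.1% from 75.3% (FV-IE against 2L-IE). With the processed signals it moved to 55.3% from 44.4% (WPI leaves), 48.3% from 64.7% (3L-IR), 53% from 41.6% (1L-SH), 36.9% from 52.6% (2L-IR 1 h), 36.1% from 47.3% (2L-SH 1 h), 42.9% from 53% (2L-SH 2 h) and 38.1% from 20.3% (WPI ears). Other shares moved to 60.4% from 75.5% (3L-IE), 63.6% from 79.3% (3L-IR against 3L-SH), 68.5% from 85.6% (2L-IR 1 h against 2L-SH 1 h), 53.8% from 67.1% (2L-IR 6 h against 2L-SH 6 h), 38% from 63% (3L-IR against 1L-IR), 35.4% from 49.1% (3L-SH against 1L-SH) and 48.9% from 70.8% (3L-IE against 1L-IE). From ratios within arrays it moved to 78.6% from 64.7% (3L-IR), 64.4% from 52.6% (2L-IR 1 h), 41.2% from 20.3% (WPI ears), 73.9% from 86.9% (2L-IR 2 h against 2L-SH 2 h), 90.1% from 63% (3L-IR against 1L-IR), 73.5% from 49.1% (3L-SH against 1L-SH), 6.7% from 70.8% (3L-IE against 1L-IE) and 53.9% from 79.4% (2L-IE 6 h against 2L-IE). Under the other normalizations no share moved by more than 10 points.

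With the background threshold on the log2 scale the difference from NI was -1682 (2L-SH 2 h, now passing) and 22 (1L-IE, sign changed). With the threshold applied to the raw foreground the difference from NI was 185 (WPI leaves, sign changed), -2321 (3L-IR, no longer passing), -2511 (3L-SH, no longer passing), -3258 (2L-SH 1 h, no longer passing) and 558 (WPI ears, sign changed). With 2 SD in place of 3 the difference from NI was 54 (WPI leaves, sign changed). With 5 SD the difference from NI was 69 (1L-IE, sign changed). With the scanner software's mark for a signal well above background the difference from NI was 467 (WPI leaves, sign changed), -3258 (2L-IR 1 h, now passing), 265 (1L-IE, sign changed), 290 (2L-IE 1 h, sign changed) and 278 (2L-IE 6 h, sign changed). With 1 channel per extract the net change counted over channels was -491 in place of -2197 (2L-IR against NI) and -1557 in place of -3090 (2L-SH against NI). The number of transcripts expressed per extract held its sign and its side of the threshold in 253 of 286 refits, and all 20 with the scan session as a term. Groups scanned in the session of the NI samples alone could not change with that term. Where it could act, the difference from NI went from -941 to -389 in 2L-IR and from -1690 to -1000 in 2L-SH leaves after 4 h. After 1 h it grew, to -2935 in irradiated and -2364 in shielded leaves, and in the other groups with channels in another session it shrank. Of 43 shifts of a gene group that passed with the preset correlation, 9 passed with the correlation estimated from the residuals, 29 from ratios within arrays, 35 with the 2 groups alone, 40 with the scan session as a term and 42 with the replicate block. With other normalizations or all probes at least 41 did.

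Leaving out 1 extract at a time moved some counts of transcripts changed against NI by more than 1.5 times, and the ranges were WPI leaves from 145 to 282 (145 without NI replicate 1), WPI ears from 57 to 382 (104 without NI replicate 2, 382 without treated replicate 2 and 132 without treated replicate 3) and 1L-IE from 88 to 484 (145 without NI replicate 1, 430 without NI replicate 2, 484 without treated replicate 3 and 88 without treated replicate 4). Others were 2L-IE from 380 to 794 (380 without treated replicate 4), 2L-IE 1 h from 423 to 770 (423 without treated replicate 4) and 2L-IE 2 h from 282 to 667 (282 without treated replicate 1 and 296 without treated replicate 4). Others were 2L-IE 6 h from 774 to 1603 (1603 without treated replicate 1 and 1370 without treated replicate 2). In the remaining leaf comparisons no extract moved the count that far. Between treated groups, where treated replicate n is left out of both, the ranges were 2L-IR 6 h against 2L-SH 6 h from 198 to 332 (332 without treated replicate 1), 3L-IR against 1L-IR from 290 to 624 (624 without treated replicate 1) and 3L-SH against 1L-SH from 215 to 433 (433 without treated replicate 2). Further ranges were 3L-IE against 1L-IE from 55 to 159 (55 without treated replicate 3 and 159 without treated replicate 4), 2L-IE 6 h against 2L-IE from 358 to 974 (974 without treated replicate 1 and 794 without treated replicate 2) and FV-IR against 2L-IR from 1275 to 2946 (2493 without treated replicate 1 and 2946 without treated replicate 2). Further ranges were FV-SH against 2L-SH from 1243 to 2853 (1243 without treated replicate 3 and 1353 without treated replicate 4) and FV-IE against 2L-IE from 367 to 1055 (1055 without treated replicate 1 and 367 without treated replicate 2). Where 1 extract of a group of 2 is left out, the lone extract is assumed to vary like the other groups.

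For the difference from NI in transcripts expressed per extract, leaving out 1 extract changed the sign or the side of the threshold in these groups, with the range over all extracts and the values that did. For WPI leaves it ran from -191 to 324, with 324 without NI replicate 1 and 214 without treated replicate 3. In 1L-SH it ran from -366 to 149, with 149 without NI replicate 1 and 88 without treated replicate 3. Among 2L-SH it ran from -2254 to -1310, with -2254 without treated replicate 1. For 2L-IR 1 h it ran from -3588 to -1808, with -3588 without treated replicate 2. In 2L-IR 6 h it ran from -2582 to -1088, with -2582 without treated replicate 1. Among 2L-SH 2 h it ran from -2027 to -1327, with -2027 without treated replicate 4. For 2L-SH 6 h it ran from -2226 to -901, with -2226 without treated replicate 4. In 1L-IE it ran from -206 to 214, with 82 without NI replicate 2, 33 without treated replicate 2, 10 without treated replicate 3, 214 without NI replicate 4 and 59 without treated replicate 4. Among 2L-IE 2 h it ran from -404 to 964, with -37 without NI replicate 1, -262 without treated replicate 1, -1 without treated replicate 2, -125 without NI replicate 3 and -404 without treated replicate 4. No such value was computed without a treated extract in WPI ears and in ears at 6 h, which would leave 1 extract for the exact test. Other values of this difference kept their sign and their side of the threshold but moved by more than 1.5 times. These were for 1L-IE -118 without NI replicate 1, -206 without NI replicate 3 and -130 without treated replicate 1, for 1L-IR 944 without NI replicate 1, 164 without treated replicate 1 and 1230 without treated replicate 4, and for 1L-SH -366 without NI replicate 2, -271 without treated replicate 2 and -325 without treated replicate 4. Others were for 2L-IE 1 h -472 without NI replicate 3, -51 without NI replicate 4, -434 without treated replicate 1, -518 without treated replicate 2, -84 without treated replicate 3 and -54 without treated replicate 4, for 2L-IE 2 h 163 without NI replicate 2, 295 without NI replicate 4 and 964 without treated replicate 3, and for 2L-IE 6 h -318 without NI replicate 4. Others were for 2L-IR 1 h -1808 without treated replicate 1, for 2L-IR 2 h -484 without NI replicate 1 and -314 without treated replicate 4, and for 2L-IR -615 without NI replicate 1. Others were for 2L-IR 6 h -1088 without treated replicate 3, for 2L-SH 6 h -901 without treated replicate 2, and for 3L-IE -455 without treated replicate 2. Others were for WPI ears -176 without NI replicate 2, -464 without NI replicate 3 and -44 without NI replicate 4, and for WPI leaves -191 without NI replicate 2, -72 without NI replicate 3, -70 without NI replicate 4, -106 without treated replicate 1, -8 without treated replicate 2 and -109 without treated replicate 4.

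Leaving out 1 extract also turned the larger direction of some counts. The shares up-regulated were then for WPI leaves 51.7% without NI replicate 1 (in place of 44.4%), for 2L-IR 49.5% without NI replicate 2 and 43.8% without treated replicate 4 (in place of 53.6%), and for 2L-IR 1 h 48.2% without NI replicate 2, 49.6% without treated replicate 1 and 43.9% without treated replicate 2 (in place of 52.6%). Others were for 2L-SH 1 h 51.2% without NI replicate 4, 54.3% without treated replicate 1 and 50.2% without treated replicate 2 (in place of 47.3%), for 2L-SH 2 h 49.7% without NI replicate 2 (in place of 53%), and for 2L-SH 6 h 49.3% without NI replicate 2, 49.4% without treated replicate 3 and 47.2% without treated replicate 4 (in place of 50.2%). Others were for WPI ears 51.6% without treated replicate 2 (in place of 20.3%), for 2L-IE 6 h 22.3% without treated replicate 1 (in place of 74%), and for 3L-IR against 1L-IR 46.9% without treated replicate 2 (in place of 63%). Others were for 3L-IE against 1L-IE 41.8% without treated replicate 1 and 40% without treated replicate 3 (in place of 70.8%), for 2L-IR 6 h against 2L-IR 49.7% without treated replicate 1 and 49% without treated replicate 4 (in place of 51%), and for 2L-IE 6 h against 2L-IE 8.1% without treated replicate 1 (in place of 79.4%). Others were for FV-SH against 2L-SH 49.6% without treated replicate 3 (in place of 50.9%).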

Differences from the paper's values

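None of the values compared in this part comes from a test chosen only after the result was seen. Of 87 values that the paper gives and that were also computed here, 31 differ by more than 1.5 times and, for transcripts expressed, by more than the SD between extracts, counted at the paper's thresholds of an unadjusted p under 0.05 and 2-fold unless 1.5-fold is named. The alternatives named below are those set before the data were examined. For WPI leaves the paper gives 213 transcripts up-regulated and here 106 were, and none of 22 alternatives came within 1.5 times. For those down-regulated the paper gives 203 against 133 here, within 1.5 times under 9 of 22 alternatives (quantiles on the array averages only, no normalization between arrays, channels as replicates, the replicate number as a term, without treated replicate 1, without NI replicate 2, without NI replicate 3, without treated replicate 3 and without NI replicate 4) and not under the others. The paper's Figure S1 gives the 2 numbers the other way round, 203 up and 213 down, from which the values here also lie more than 1.5 times apart. The sum is 416 in the paper and 239 here, within 1.5 times in 2 of 22 alternatives (280 without NI replicate 2 and 282 without NI replicate 3). At 1.5-fold the paper gives 862 up-regulated and 472 were here, with 1173 with the scanner software's processed signals and none of the other 20 alternatives within 1.5 times. Of the transcripts changed in WPI leaves alone the paper gives 80 as down-regulated. Here 51 were, leaving out those changed in 1L-IR or 2L-IR leaves, which neither of 2 alternatives brought within 1.5 times. The legend of Figure S1 leaves out those of all 3 canopy treatments, and by that rule 36 were down-regulated here.

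For 1L-SH leaves the paper gives 132 changed transcripts and here 262 changed, within 1.5 times for 165 with normexp background correction, 178 without NI replicate 1 and 123 with an adjusted p under 0.05 and not for the other 19 alternatives. For shielded leaves after 1 h the paper gives 348 and 666 changed here, within 1.5 times for 434 with normexp background correction and not for the other 21. At 1.5-fold the paper gives 120 for 1L-SH and 134 for 2L-SH leaves, against 1157 and 2182 here, and none of 21 alternatives came within 1.5 times for either. As the first of these lies below the 132 given for the same leaves at 2-fold, the 2 may count a shared subset and not the same quantity. For the loss of transcripts expressed in shielded leaves after 1 h the paper gives 4000, and the net loss over channels was 2655 here, and the 1 alternative tried, with 1 channel per extract, did not come within 1.5 times. In irradiated leaves after 1 h the paper gives a loss of more than 5000, against 3293 here, over 1.5 times apart but within the SD of 2188 between extracts.

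For transcripts shared by WPI leaves and the canopy leaf treatments the paper gives 170, which its text ties to all 3 of these treatments. With all 3, 76 were shared here. Taken as WPI, 1L-IR and 2L-IR leaves, 88 were shared, with none of 3 alternatives within 1.5 times. Of these, the figure gives about 86 up-regulated in Fig. 3a, read by eye, against 24 here, and 125 with the 1.5-fold threshold came within 1.5 times. For the 3 shielded leaf groups the paper gives 61 shared transcripts, 25 up- and 36 down-regulated, and 521 changed in 1 or more. Here 155, 60, 95 and 1051 were, and at an adjusted p under 0.05 the shared count (79) and the down-regulated ones (40) came within 1.5 times, while the other 2 values did so under none of 3 alternatives. WPI, 1L-SH and 2L-SH leaves share 53 in the paper and 104 here, within 1.5 times for 51 with an adjusted p under 0.05 and 64 with the NI extracts divided between the comparisons and not at 1.5-fold. In shielded leaves the paper gives 270 transcripts changed at 1 and at 2 h and 78 at 1 h alone. Here 476 and 190 were, with 380 with an adjusted p under 0.05 and 381 with the NI extracts divided between the comparisons within 1.5 times for the first and no alternative of 3 for the second. Irradiated and shielded leaves after 1 h share 106 in the paper, 56 up- and 50 down-regulated, and 409, 184 and 225 here, and none of 3 alternatives came within 1.5 times. Changed at all 4 times were 82 in the paper and 146 here in irradiated leaves, within 1.5 times for 102 with an adjusted p under 0.05 and 119 with the NI extracts divided between the comparisons and not at 1.5-fold. In shielded leaves the paper gives 19 such transcripts and here there were 61, with none of 3 alternatives within 1.5 times.

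In ears the paper gives 104 transcripts changed in all 3 dosage treatments at 2-fold, 243 at 1.5-fold and 428 changed in 1 or more. Here there were 210, 687 and 787, and no alternative brought these within 1.5 times. Shielded leaves and ears of 2L plants share 9 in the paper and 33 here, with no alternative of 3 within 1.5 times, and at 1.5-fold 52 in the paper and 143 here, within 1.5 times for 50 with an adjusted p under 0.05 alone. At all 4 times the paper gives 103 changed transcripts, 86 of them up-regulated, and here 220 and 190 were, with 90 with an adjusted p under 0.05 and 73 for the up-regulated ones within 1.5 times and no other of 3 alternatives.

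Some statements of direction differ as well. The paper describes a UVR8 homolog as induced in shielded leaves after 1 h, whereas the log2 fold changes of the transcripts held here were -0.17 for TC305401, 0.19 for TC305402 and 0.52 for TC315780, and none passed. The homolog stands in Table S7, held here in part, and may not be among these 3, so that a difference in direction is not shown. The later fall of these transcripts was found here too, by 2.95 for TC305401 after 6 h. The paper describes myo-inositol-1-phosphate synthase as lowered in the irradiated leaves of all 3 dosage treatments. Here TC280273 had -0.65, -0.51 and -0.43 (unadjusted p = 0.22, 0.34 and 0.42 from limma), which is lower in each and past no threshold, and in WPI leaves, where the paper also finds it lowered, -1.36. The paper describes the flavonoid genes as raised in directly exposed leaves alone. In ears of 2L plants flavonoid 3'-hydroxylase, TC306503, rose by 3.78 and chalcone synthase C2, TC305005, by 2.76, while in 2L-SH leaves they had 0.15 and -0.36. A flavonoid 3-monooxygenase, BM334730, rose in shielded leaves too, by 0.99 in 3L-SH leaves (adjusted p = 0.038) and by 2.97 in 2L-SH leaves after 6 h. The calls for chalcone synthase C2 in 2L ears and for BM334730 in 3L-SH leaves were lost when 1 extract was left out. The value after 6 h lies outside the dosage treatments on which the paper's statement rests. The paper finds fewer changed transcripts in ears than in leaves over the time course. After 4 h 608 changed in ears against 511 in irradiated and 503 in shielded leaves, an order that turned against both without treated replicate 4 (380 against 708 and 486), at 1.5-fold (1836 against 2237 and 2182), with the processed signals (1259 against 2094 and 1667), with the 2 groups alone in the fit (457 against 496 and 490) and without the array correlation (457 against 493 and 477), and against 1 leaf type with the slide as a random term and without NI replicate 3, NI replicate 4 or treated replicate 3. After 1, 2 and 6 h the ears had 640, 492 and 878, below both leaf types. The order at 1 h turned against both with leaves and ears normalized separately (726 against 715 and 639) and with channels as replicates (632 against 611 and 547). Against shielded leaves alone it turned with normexp background correction (488 against 434), the 2 groups alone (768 against 695), quantiles on the array averages only (704 against 669), an adjusted p under 0.05 (636 against 529), and without NI replicate 2, treated replicate 1 or treated replicate 2. At 2 h it turned against shielded leaves without treated replicate 3 (667 against 616), and at 6 h against irradiated leaves without treated replicate 1 (1603 against 1513).

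For the number of transcripts expressed in irradiated leaves the paper describes an increase to 4 h and a sharp decline at 6 h. Counted over channels the numbers were 28400, 29835, 29496 and 29587 after 1, 2, 4 and 6 h, without a decline at 6 h. With 1 channel per extract, so that each group has 4, they were 28400, 30510, 31202 and 29587, a rise to 4 h and a decline at 6 h as in the paper, and per extract the mean went from 31845 at 4 h to 30780 at 6 h. For shielded leaves it describes an increase over the time course. Over channels the numbers were 29038, 29061, 28603 and 29842, with 1 channel per extract 29038, 29475, 30136 and 29842, which rise to 4 h, and per extract 30614, 31133, 31096 and 31102. For ears it describes a further decrease from 4 to 6 h, where the numbers here were 32024 and 31965 over channels, 31919 and 31965 with 1 channel per extract, and 33525 and 33731 per extract.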

Other observations

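The comparisons within scan sessions and with the session as a term in this part were tests chosen only after the results were seen. The labels of the field exposure samples (FV) describe them both as field-grown plants with 2 leaves exposed and as plants exposed whole in the field, so their condition is not settled here, and they enter no comparison with NI here. They were set against 2L plants after 4 h of lamp exposure, and the named genes were picked by the rule used elsewhere. In irradiated leaves a thaumatin-like defence protein, TC280407 (GRMZM2G402631), was higher by 2.96 (adjusted p = 2e-05) on the log2 scale, as were flavonoid 3'-hydroxylase, TC306503, by 2.80 (adjusted p = 0.005), an epoxide hydrolase, TC286047, by 2.64 (adjusted p = 0.00076), a UDP-glucosyltransferase domain protein, TC311539, by 2.53 (adjusted p = 8.1e-07) and a terpene synthase, TC303225, by 2.46 (adjusted p = 0.0062). Lower were a male sterility MS5 family protein, TC301762, at -4.67 (adjusted p = 0.0016), a LigA-like transcript, TC301763, at -4.65 (adjusted p = 0.00088), 2 amino acid transporters, TC304284, at -3.67 (adjusted p = 8e-04), and TC296964, at -3.23 (adjusted p = 7.8e-07), and the indole synthase of benzoxazinoid synthesis, TC305234, at -3.66 (adjusted p = 0.00014).

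In shielded leaves of the same plants flavonoid 3'-hydroxylase, TC306503, was higher by 3.93 (adjusted p = 9.6e-05) and the thaumatin-like protein TC280407 by 3.90 (adjusted p = 2.5e-07), beside a TPR repeat protein, TC299050, by 3.35 (adjusted p = 4.2e-06), an HGA1-like protein, TC295566, by 3.34 (adjusted p = 0.0035) and a nodulin MtN21-like protein, TC294139, by 3.22 (adjusted p = 7.9e-05). The LigA-like transcript TC301763 was at -5.49 (adjusted p = 9.4e-05), the MS5 family protein TC301762 at -4.75 (adjusted p = 0.0011), an aspartic proteinase, TC313597, at -3.99 (adjusted p = 9.3e-07), the amino acid transporter TC304284 at -3.69 (adjusted p = 0.00062) and copper transporter 1, TC309168, at -3.48 (adjusted p = 0.00061).

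In ears, heat shock proteins led the named transcripts that were higher after the field exposure, with HSP17.2, TC282405, at 5.18 (adjusted p = 6.5e-06), HSP17.9, TC310318, at 4.82 (adjusted p = 4.2e-07), HSP70, TC279804, at 4.22 (adjusted p = 8.5e-07), HSP82, TC313390, at 3.76 (adjusted p = 3.2e-07) and a mitochondrial small heat shock protein, TC300184, at 3.62 (adjusted p = 0.00017). The heat shock group averaged 9.4 ± 0.08 (SD, n = 2) on the log2 scale in these ears and 8.28 ± 0.05 (SD, n = 4) in 2L ears, and was not tested as a whole here. Lower were a protein kinase, TC281676, at -2.64 (adjusted p = 0.049), the thiazole biosynthetic enzyme TC280434 at -2.58 (adjusted p = 0.00025), delta-1-pyrroline-5-carboxylate synthetase of proline synthesis, TC311943, at -1.34 (adjusted p = 0.027), an amine oxidase, TC302196, at -1.32 (adjusted p = 0.038), and a PE-PGRS family protein, TC286708, at -1.41 (adjusted p = 0.0084). These ears are 2 extracts, each on 2 arrays.

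For the 1656 transcripts that differed in irradiated leaves of field plants, the fold changes within 1 scan session that holds 2 of the 4 extracts, and within the session that holds the others, had median ratios of 1.5 and 0.7 to those of all channels. With the scan session as a term and no array correlation 2328 transcripts differed in irradiated leaves, 1922 in shielded leaves and 558 in ears. Without the array correlation alone the counts were 2287, 1769 and 681. Extracts of field plants varied more than those of most lamp groups, with squared correlations between extracts from 0.825 to 0.974 in irradiated and from 0.841 to 0.972 in shielded leaves. Irradiated leaves of field plants expressed 32959 ± 420 (SD, n = 4) transcripts, shielded leaves 31322 ± 1781 (SD, n = 4) and ears 32913 ± 156 (SD, n = 2). Left out 1 at a time, single extracts removed the calls for TC306503 and TC303225 in irradiated leaves, TC295566 in shielded leaves and the 5 lower transcripts in ears.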
